# Single-cell nascent RNA sequencing unveils coordinated global transcription

**DOI:** 10.1038/s41586-024-07517-7

**Published:** 2024-06-05

**Authors:** Dig B. Mahat, Nathaniel D. Tippens, Jorge D. Martin-Rufino, Sean K. Waterton, Jiayu Fu, Sarah E. Blatt, Phillip A. Sharp

**Keywords:** Transcriptomics, Genome-wide analysis of gene expression, Gene regulation, Gene regulatory networks

## Abstract

Transcription is the primary regulatory step in gene expression. Divergent transcription initiation from promoters and enhancers produces stable RNAs from genes and unstable RNAs from enhancers^1,2^. Nascent RNA capture and sequencing assays simultaneously measure gene and enhancer activity in cell populations^3^. However, fundamental questions about the temporal regulation of transcription and enhancer–gene coordination remain unanswered, primarily because of the absence of a single-cell perspective on active transcription. In this study, we present scGRO–seq—a new single-cell nascent RNA sequencing assay that uses click chemistry—and unveil coordinated transcription throughout the genome. We demonstrate the episodic nature of transcription and the co-transcription of functionally related genes. scGRO–seq can estimate burst size and frequency by directly quantifying transcribing RNA polymerases in individual cells and can leverage replication-dependent non-polyadenylated histone gene transcription to elucidate cell cycle dynamics. The single-nucleotide spatial and temporal resolution of scGRO–seq enables the identification of networks of enhancers and genes. Our results suggest that the bursting of transcription at super-enhancers precedes bursting from associated genes. By imparting insights into the dynamic nature of global transcription and the origin and propagation of transcription signals, we demonstrate the ability of scGRO–seq to investigate the mechanisms of transcription regulation and the role of enhancers in gene expression.

## Abstract (web summary)

Nascent transcription in genes and enhancers genome-wide at the single-cell level is quantified using global run-on and sequencing (GRO–seq) with click chemistry.

## Main

Transcription is a discontinuous process characterized by short bursts and long inter-burst silent periods^4,5^. Decoding the origin and circuits of burst signals is crucial for understanding the mechanisms of transcription regulation during the cell cycle, development and disease. Core promoter elements, transcription factors and enhancers are implicated in the regulation of burst kinetics, but their precise role in determining overall transcription output remains unsettled^6,7^. Whether the widely accepted view of stochastic transcription of individual genes conceals co-transcription of functionally related genes and coordination between enhancer–gene pairs holds broad significance in understanding gene regulation. From a clinical perspective, assessing the contribution of enhancers in the regulation of protein-coding genes can unlock a largely unexplored genomic landscape for therapeutics.

Active enhancers are occupied by transcription factors and RNA polymerase, similar to the gene promoters they regulate, which results in the synthesis of non-coding, non-polyadenylated and unstable RNA^3,8^. Enhancers are highly specific to cell types and states^9^, and exert *cis*-regulatory effects over long genomic distances^10^. Genome-wide association studies further underscore the role of enhancers in gene regulation, showing that more than 90% of genomic loci associated with traits and diseases are found in non-coding regions with many overlapping enhancers^11^. However, linking enhancers that harbour causal variants to genes remains challenging. Although low throughput, genome-editing tools can potentially map enhancer–gene pairs, but the pleiotropic nature^6^ and weak effect of individual enhancers hinder their utility.

Existing genomic tools that probe the coding and non-coding genome without perturbation by assessing chromatin conformation, histone modifications and chromatin accessibility have shed light on the molecular events that lead up to enhancer-mediated gene activation. However, these tools do not fully confirm the actual activation event^12^. Despite having similar chromatin features, the distinguishing feature of an active enhancer from its inactive counterpart is its transcription^13^. Nascent RNA sequencing assays, such as global run-on and sequencing (GRO–seq)^2^ and precision run-on and sequencing (PRO–seq)^14^, enable the simultaneous quantification of transcription in genes and enhancers. However, these bulk cell assays average the discontinuous transcription from individual cells, which makes it challenging to decipher transcription dynamics and to assign enhancer–gene relationships.

Here we present a new single-cell nascent RNA sequencing method, which we term scGRO–seq, that uses copper(I)-catalysed azide-alkyne cycloaddition (CuAAC or click chemistry)^15^ to assess genome-wide nascent transcription in individual cells in a quantitative manner. Our analyses of genes and enhancers across 2,635 individual mouse embryonic stem (ES) cells provide a comprehensive view of the dynamic nature of transcription. We leverage elongating RNA polymerases as built-in clocks and measure the distance travelled from the transcription start site (TSS) to estimate transcriptional burst kinetics. Using a class of cell-cycle-phase-specific genes undetected by most single-cell methods, we quantify the dynamics of transcription during the cell cycle. We use the single-nucleotide temporal resolution of genome-wide transcription in individual cells to reveal the co-transcribed gene–gene and enhancer–gene networks that are turned on within a few minutes of each other. Using a set of validated enhancer–gene pairs, our data suggest that transcription initiates at enhancers before the activation of transcription at the associated genes. Overall, scGRO–seq bridges a gap in the study of temporal control of transcription and the functional association of enhancers and genes. These insights will shed light on gene regulatory mechanisms in essential cellular processes and disease.

## Development of scGRO–seq

The primary challenge in capturing and sequencing nascent RNA from individual cells is attaching unique single-cell tags onto nascent RNA. Existing nascent RNA sequencing methods selectively capture tagged nascent RNA from a cell population, which makes single-cell deconvolution impossible. By contrast, single-cell RNA sequencing (scRNA-seq) methods capture mRNA by annealing with the poly(A) tail and attaching single-cell barcode sequences by reverse transcription (RT). Nascent RNA lacks a terminal poly(A) tract or any other consensus sequence and must be selectively labelled and enriched from abundant total cellular RNA.

We designed a new strategy to selectively label nascent RNA through a nuclear run-on reaction in the presence of modified nucleotide triphosphates (NTPs) compatible with CuAAC conjugation. CuAAC is highly efficient and selective, robust under diverse reaction conditions, enzyme-free and compatible with automation. First, we developed, optimized and systematically characterized an assay for genome-wide transcriptome using click chemistry (AGTuC): a cell-population-based nascent RNA sequencing method that uses 3′-(*O*-propargyl)-NTPs in mouse ES cells (Extended Data Figs. 1a–f and 2a–d). It takes about 8 h to prepare an AGTuC library. However, the high concentration of ionic detergent in AGTuC disrupts nuclear membranes during the run-on reaction, which makes RNA from individual cells indistinguishable for single-cell barcoding. We therefore developed an iteration of AGTuC whereby nascent RNAs in individual nuclei are labelled with alkyne through run-on with 3′-(*O*-propargyl)-NTPs but without disrupting the nuclear membrane (termed intact-nuclei AGTuC (inAGTuC)) (Extended Data Figs. 3a–j and 4a–h). We prepared inAGTuC libraries in 96-well plates with 12 cells per well (c.p.w.), 120 c.p.w. and 1,200 c.p.w. (which is roughly equivalent to 1,000, 10,000 and 100,000 nuclei, respectively). We tested for correlation between this method and with PRO–seq (Extended Data Fig. 5a–d), and the results demonstrated the feasibility of profiling nascent RNA with small sample sizes. Based on the correlation slope, the inAGTuC library with as low as about 1,000 nuclei showed similar efficiency as PRO–seq in detecting nascent transcriptomes. The higher efficiency, lower cost, shorter library preparation time and lower sample input make AGTuC and inAGTuC viable alternatives to existing methods such as PRO–seq. By enabling the compartmentalization of intact nuclei that contain click-compatible nascent RNA and 5′-azide single-cell-barcoded (5′-AzScBc) DNA molecules using fewer nuclei, inAGTuC laid the ground for single-cell nascent RNA sequencing.

Building on this foundation, we applied our newly developed chemistry to single cells (Fig. 1a). For congruence with the original nascent RNA sequencing method of GRO–seq, we named this single-cell version scGRO–seq. Intact nuclei containing nascent RNA labelled with propargyl, following a nuclear run-on reaction with 3′-(*O*-propargyl)-NTPs, were sorted individually into 96-well plates. Each well contained a small volume of 8 M urea, which lyses the nuclear membrane and denatures RNA polymerase and releases propargyl-labelled nascent RNA. The addition of CuAAC reagents led to the covalent linkage of propargyl-labelled nascent RNA to a unique 5′-AzScBc DNA molecule in each well. After CuAAC, single-cell-barcoded nascent RNAs from 96 wells were pooled, reverse transcribed in the presence of a template switching oligonucleotide (TSO), PCR amplified and sequenced (Extended Data Fig. 6). Despite a span of more than 3 years between the generation of various scGRO–seq library replicates, the different batches showed strong correlation at the level of the 96-well plate (Extended Data Fig. 7a).

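UMIs of all kept cells were summed per batch and scaled to the total of the batch, and the squared Pearson correlation across genes and enhancers was computed for each of the 45 pairs of the 10 batches. Features are not independent replicates, so no p-value is given. The squared correlation had a median of 0.615 and ranged from 0.346 to 0.830, and 26 of the 45 pairs reached 0.6. Exp208 had the lowest mean over its pairs, at 0.475, and Exp236 had the highest, at 0.723. On the log10 scale with a pseudocount of 1, the median was 0.732, and without the 10 features with most UMIs it was 0.507.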

**Fig. 1:**
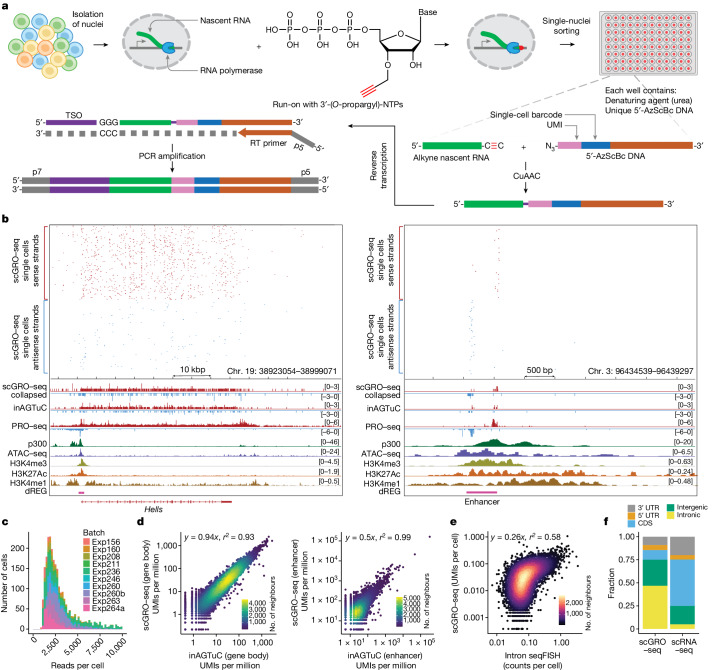
Schematics and benchmarking of single-cell nascent RNA sequencing. **a**, A summary of the scGRO–seq workflow. **b**, Representative genome browser screenshots showing scGRO–seq UMIs at a single-cell resolution, the aggregate scGRO–seq profile, the inAGTuC profile, the PRO–seq profile and chromatin marks around a gene (left) and an enhancer (right). **c**, Distribution of scGRO–seq UMIs per cell. **d**, Correlation between aggregate scGRO–seq and inAGTuC UMIs per million sequences in the body of genes (left, *n* = 19,961) and enhancers (right, *n* = 12,542). UMIs from the 500 bp regions from each end of the genes and 250 bp regions from each end of the enhancers analysed were removed to only include nascent RNA from elongating RNA polymerases. Data are plotted on a log–log scale to show the range of data distribution. **e**, Correlation between scGRO–seq UMIs per cell from up to the first 20 kb of genes and intron seqFISH counts per cell in the body of genes used in the intron seqFISH study (*n* = 9,666). **f**, Distribution of scGRO–seq and scRNA-seq UMIs in various genomic regions.

The scGRO–seq results recapitulated the inAGTuC and PRO–seq profiles at both genes and enhancers (Fig. 1b) and provided a comprehensive map of nascent transcription in individual cells. 

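Reads of scGRO–seq libraries from V6.5 mouse ES cells were analysed as the authors deposited them, as 1 list of sequenced reads per library. To make these lists, the authors removed adaptors with Cutadapt, assigned reads to cell barcodes with Flexbar, mapped reads that did not match ribosomal DNA to the mm10 genome with bowtie2 and removed duplicates by UMI and mapping position with UMI-tools. Each entry is therefore 1 deduplicated read with its cell barcode and UMI, and UMIs per gene and per cell were counted here from these entries. Genes were the spans of curated RefSeq transcripts on GRCm38 (24757 genes), and enhancers were the 1670 whose position is given in the part of Table S6 that was held, the first 1999 lines of that table. The 10 batches named in Fig. 1c comprised 53 libraries with 20196981 reads. Of these reads, 28.9% had the position, strand, cell barcode and UMI of a read in another library, where 0.690% would match by chance, and they were left out. Cells with at least 1000 UMIs and 750 features were kept in libraries with at least 24 such cells. Features were these genes and the 1670 enhancers, so the minimum of features is stricter than with all enhancers of the paper. This left 2518 cells in 35 libraries, with 27 to 96 cells per library and a median of 74. The libraries held between 122401 and 1122871 UMIs over all barcodes, with a median of 290369. The number of cells per batch ranged from 93 in Exp160 and Exp246 to 812 in Exp236. Batches served as replicates in the comparisons, since cells of 1 plate share their barcoding, pooling and amplification. The tests of the promoter–proximal share are an exception and took libraries as replicates.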

We performed 17 batches of scGRO–seq experiments with 39 96-well plates and 3,744 cells, of which 36 plates and 2,635 cells passed the threshold (Methods). We captured an average of 3,665 reads and 1,503 features (genes and enhancers) per cell (Fig. 1c and Extended Data Fig. 7b). Moreover, pseudo-bulk scGRO–seq counts from collapsed single cells in genes and enhancers correlated well with bulk counts from inAGTuC (Fig. 1d). 

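The 2518 cells had a mean of 4622 UMIs, with an SD of 1259 between the means of the 10 batches. The median was 3434 UMIs, and single cells ranged from 1177 to 51431 UMIs. Between batches, the mean ran from 2166 UMIs in Exp156 to 6069 UMIs in Exp236. The cells had a mean of 1507 features and a median of 1217.5 features. With the minimum of 1000 UMIs alone, 3647 cells were kept and the mean was 3725 UMIs. When reads shared between libraries were counted in each of them, 3044 cells passed both minimums and the mean was 5932 UMIs, the largest change among the alternatives.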

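UMIs of the 2518 cells were pooled and compared with the pooled UMIs of 4 inAGTuC libraries, scaled to the total and after removal of 500 bp from each gene end and 250 bp around each enhancer centre. Across 22074 gene bodies, the squared Pearson correlation was 0.871 and the slope of a line through the origin was 1.22. Across the 1638 enhancers that were compared, it was 0.623 with a slope of 1.31. Genes and enhancers are not independent replicates, so these correlations carry no p-value. Against single inAGTuC libraries in place of the pool, the squared correlation ran from 0.268 to 0.916 for gene bodies and from 0.00565 to 0.800 for enhancers. Among the 8 alternatives with pooled libraries, leaving out inAGTuC library Exp261_c16 moved both values most, to 0.486 for gene bodies and 0.0327 for enhancers. Reads of this library are also listed under the label scGRO–seq, outside the 10 batches used here, and 99.6% of the molecules of that list were the same as in the inAGTuC list. Leaving out each of the other 3 inAGTuC libraries gave values between 0.872 and 0.912 for gene bodies and between 0.660 and 0.729 for enhancers. On the log10 scale, the squared correlation was 0.935 for gene bodies and 0.308 for enhancers. Spearman correlation was 0.962 across gene bodies and 0.354 across enhancers. Without the 10 enhancers with most UMIs, the squared correlation across enhancers was 0.204. A single enhancer on chromosome 2 held 14.4% of the scGRO–seq UMIs on these enhancers.

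**Figure D1:**
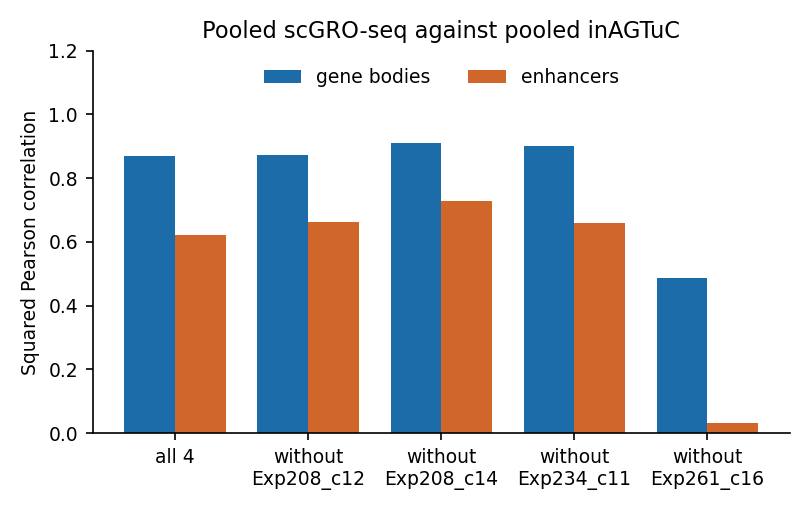
Squared Pearson correlation of pooled scGRO–seq and pooled inAGTuC UMIs, scaled to the total, across gene bodies (blue) and enhancers (orange), with all 4 inAGTuC libraries and with each left out in turn. The value for gene bodies stays between 0.871 and 0.912 except without Exp261_c16, where it is 0.486.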

An analysis of the sequencing depth indicated the possibility that more reads and features per cell could be discovered with further development of the technology and deeper sequencing (Extended Data Fig. 7c). However, scGRO–seq is less efficient in capturing nascent RNA from promoter–proximal pause sites. 

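The promoter–proximal share was measured per library as the percentage of UMIs within 500 bp of a TSS among UMIs near the TSS and in the gene body. It was 2.29% ± 0.653 (SD, n = 35 libraries) in scGRO–seq and 19.2% ± 1.22 (SD, n = 2) in AGTuC, the bulk assay made by the same chemistry with a higher detergent concentration. The difference of -16.9 percentage points was larger than the spread between libraries (two-sided exact permutation test, p = 0.0015, the smallest p that 35 libraries against 2 allow). This test counts libraries as independent, while both AGTuC libraries are of 1 batch. With the mean over 10 batches in place of libraries of scGRO–seq, the difference was -16.8 percentage points, and no p is given because AGTuC has a single batch. In the 4 inAGTuC libraries the share was 3.32% ± 1.69 (SD, n = 4), which exceeded that of scGRO–seq by less than the spread between inAGTuC libraries (two-sided permutation test, p = 0.0262). The latter test counts libraries as independent as well, while those of scGRO–seq come from 10 batches and 2 of inAGTuC from Exp208.

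**Figure D2:**
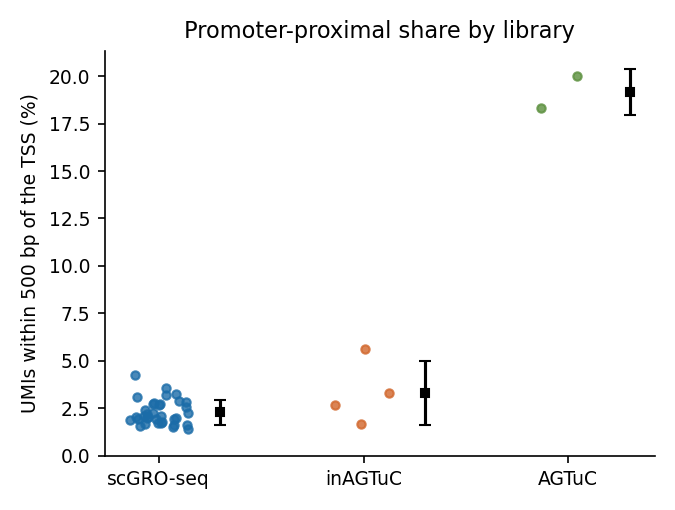
Percentage of UMIs within 500 bp of the TSS in each scGRO–seq (n = 35), inAGTuC (n = 4) and AGTuC (n = 2) library. Points are libraries and black squares are means with SD, at 2.29%, 3.32% and 19.2%.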

We attribute this limitation to the reduced run-on efficiency of paused RNA polymerase II (PolII) in the absence of a high concentration of strong detergent^16^. This difference in promoter–proximal run-on efficiency was reflected in the reduced correlation between scGRO–seq and PRO–seq libraries (Extended Data Fig. 7d), as well as in the metagene profiles around the TSS of genes and enhancers (Extended Data Fig. 7e,f).

After confirming that scGRO–seq recapitulates results from bulk nascent RNA sequencing methods, we benchmarked scGRO–seq against other RNA-based single-cell assays. The closest single-cell method that probes nascent transcription is intron seqFISH, which is a multiplexed single-molecule in situ nascent RNA hybridization and imaging method^17^. We confirmed that the correlation between scGRO–seq and intron seqFISH is similar to the correlation reported between intron seqFISH and GRO–seq (Fig. 1e). By contrast, scGRO–seq poorly correlated with scRNA-seq (Extended Data Fig. 1g), which is probably due to differences in mRNA stability and capture methods. Nevertheless, as expected, scGRO–seq reads were more likely to be intronic or intergenic than scRNA-seq reads (Fig. 1f). 

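UMIs of the kept cells were assigned to exons, introns and the space between genes of the curated RefSeq transcripts, per batch. Introns on the strand of the gene held 39.2% ± 7.27 (SD, n = 10 batches) of UMIs and the space between genes held 34.8% ± 9.24. Together they came to 74.0% ± 3.48, with a range from 68.1% to 79.4% over the batches. Exons on the strand of the gene held 7.76% ± 2.50, and the strand opposite to a gene held 17.9% ± 3.91. With reads shared between libraries counted, introns and the space between genes held 73.0%. The scRNA-seq reads of Fig. 1f were not analysed here.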

Overall, the suite of genomic assays presented here utilizes a new biochemical approach to provide a snapshot of genome-wide transcription at various cell resolutions, including individual cells.

## Direct measurement of burst kinetics

Estimates of transcriptional kinetics primarily come from low-throughput live-cell imaging or fluorescent in situ hybridization in fixed cells^18,19^. The intron seqFISH method is limited to predefined gene targets, requires specialized probes and assumes that all intronic RNAs have the same kinetic fate. Approaches based on next-generation sequencing (NGS) are comprehensive and technically more accessible. However, the current methods measure polyadenylated mRNA from single cells^20^ and fit a simple two-state mathematical model to infer transcriptional kinetics^7^. Bridging this gap, scGRO–seq combines high-throughput measurement of transcription with NGS, thereby enabling the detection of transcribing RNA polymerases genome-wide at single-nucleotide resolution (Fig. 2a).

**Fig. 2:**
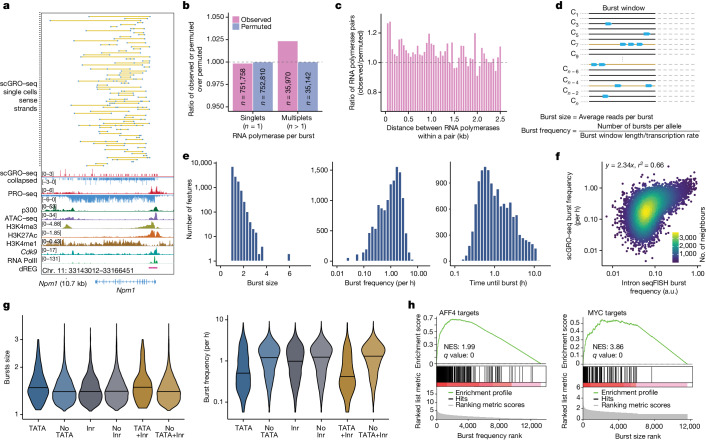
Inference of transcription kinetics using scGRO–seq. **a**, Single-cell view of multiplet RNA polymerase (blue dots) in *Npm1*. A yellow line connects RNA polymerases within the same cell. Randomly sampled 75 single cells containing more than one RNA polymerase are shown on the top, followed by the aggregate scGRO–seq, PRO–seq, chromatin marks and transcription-associated factors profiles. **b**, Ratio of observed or permuted burst sizes compared against the average burst sizes from 200 permutations. **c**, Ratio of the observed distance between consecutive RNA polymerases in the first 10 kb of gene bodies in individual cells against the permuted data. Distances up to 2.5 kb are shown in 50 bp bins. **d**, Illustration of the model used for direct inference of burst kinetics from scGRO–seq data. **e**, Histogram of burst size (left), burst frequency (middle) and duration until the next burst (1/burst frequency) (right) for genes that are at least 10 kb long (*n* = 13,142). **f**, Correlation of burst frequency of genes between scGRO–seq and intron seqFISH data. **g**, Effect of promoter elements in burst size greater than 1 (left) and burst frequency (right). Inr, the initiator motif. The centre line indicates the median of the distribution. **h**, Gene set enrichment analyses showing the role of transcription factors in determining burst frequency and burst size.

With this new approach, we examined the evidence of bursting de novo without previous assumptions by quantifying the incidence of transcribing RNA polymerases. If transcription occurs in bursts, we would anticipate a higher occurrence of more than one RNA polymerase per burst (multiplets) than would be expected by chance. Based on the approximately 10% capture efficiency of scGRO–seq estimated from comparison with intron seqFISH (Methods), the probability of detecting two consecutive RNA polymerases on a gene is 1%. To account for differences in unique molecular identifiers (UMIs) per cell, we devised a null model using permutation. We permuted reads among cells while keeping UMIs per cell and polymerase position unchanged (Methods; *n* = 200 permutations). We then compared the real data to the permuted control data and observed fewer singlets (*n* = 1,052, false discovery rate (FDR) = 0.05) and a greater number of multiplets (*n* = 828, FDR = 0) in the real data, which provided evidence for the bursting nature of transcription (Fig. 2b). This result represents a significant 2.4% excess of multiplets in real data compared with permuted data. 

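Each of 14333 genes longer than 11 kb was given a window of 10 kb after the first 500 bp, and combinations of a gene and a cell were counted as singlets with 1 UMI and as multiplets with more. The 2518 cells gave 757582 singlets and 61828 multiplets from 912782 reads in these windows. Reads permuted among cells 200 times, with UMIs per cell and polymerase positions kept, gave a mean of 794936 singlets and 49188.6 multiplets, with SDs of 343.6 and 170.6 over the permutations. Multiplets were thus 25.7% more frequent than in the permuted cells, a difference of 12639.4, and the change in singlets was -4.70%, a difference of -37353.8. With reads permuted within each of the 10 batches, multiplets exceeded the permuted number in every batch, by 7.92% to 164%, and singlets were fewer in every batch (two-sided exact sign-flip test over batches, p = 0.00195 for both, the smallest p that 10 batches allow). Exp160 had the excess of 164%, and the next highest was 24.5%. Without Exp160, the pooled excess was 22.7%. Permuting within plates gave an excess of 14.8%, and counting UMIs of a cell within 50 bp on a gene once gave 12.4%. When both were applied together and reads on annotated small RNA genes were left out, the excess was 1.56% and the change in singlets was 0.604%. Where near UMIs were counted once, they were merged before the permutation and again after it. Permuted cells could thus lose further UMIs, and these values are not from a like comparison.

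**Figure D3:**
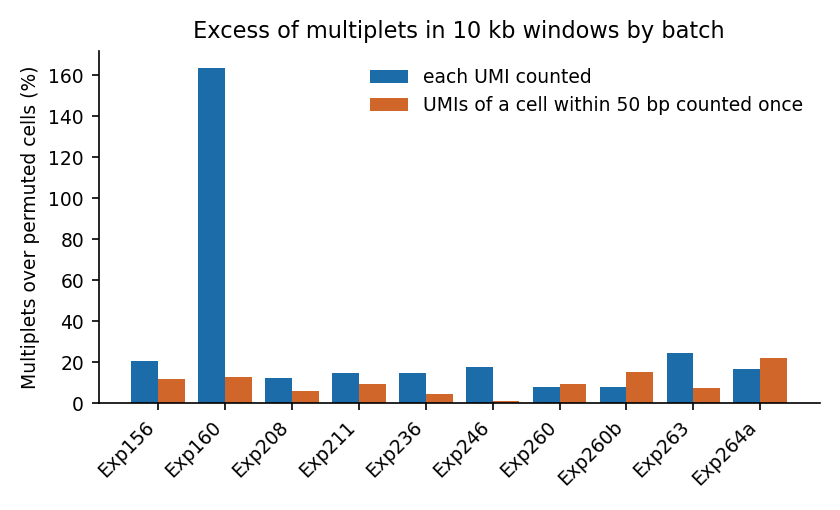
Excess of multiplets over permuted cells in 10 kb windows for each of the 10 batches, in percent, with each UMI counted (blue) and with UMIs of a cell within 50 bp on a gene counted once (orange). The value of Exp160 is 164% in the first case and 12.6% in the second.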

Transcriptional bursting would also result in more closely spaced RNA polymerases than what would be observed by random chance. When examining the distance between multiplets, we observed enrichment of closely spaced RNA polymerases (*P* < 0.05, two-sample Kolmogorov–Smirnov (KS) test) (Fig. 2c and Extended Data Fig. 8a), which further strengthened the evidence of bursting.

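Distances between consecutive polymerases of a cell on a gene were counted in bins of 50 bp up to 2.5 kb in the same windows. Pairs less than 500 bp apart were 1.75 times as frequent as in permuted cells, and pairs 2 to 2.5 kb apart 1.01 times, a ratio of 1.74. The log2 of this ratio was above 0 in each batch (two-sided exact sign-flip test over 10 batches, p = 0.00195, the smallest p that they allow). The excess lay in the first bin, where 49248 pairs at 0 to 49 bp were observed and 25314 were expected from permuted cells. The bin from 50 to 99 bp had 0.911 times the permuted number, and the next 8 bins had between 0.977 and 1.12 times. With reads permuted within plates, the first bin was at 1.41 times the permuted number. Counting UMIs of a cell within 50 bp once emptied the first bin and left a ratio of 1.11 for close over distant pairs (two-sided exact sign-flip test over 10 batches, p = 0.00195). Without positions with many reads, the first bin was at 7.86 times the number permuted within plates. With near UMIs of the same sequence also counted once, it was at 4.16 times. The ratio of close over distant pairs was then 2.01 (two-sided exact sign-flip test over 10 batches, p = 0.00195). Among pairs of UMIs of a cell 1 to 49 bp apart, 28.5% had the same UMI sequence, against 1.35% of such pairs drawn from different cells of a batch (95% Wilson intervals 28.0 to 29.1% and 1.29 to 1.40%). From the greater number of multiplets and the closer spacing of polymerases than in permuted cells, the paper reasons that transcription occurs in bursts.

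**Figure D4:**
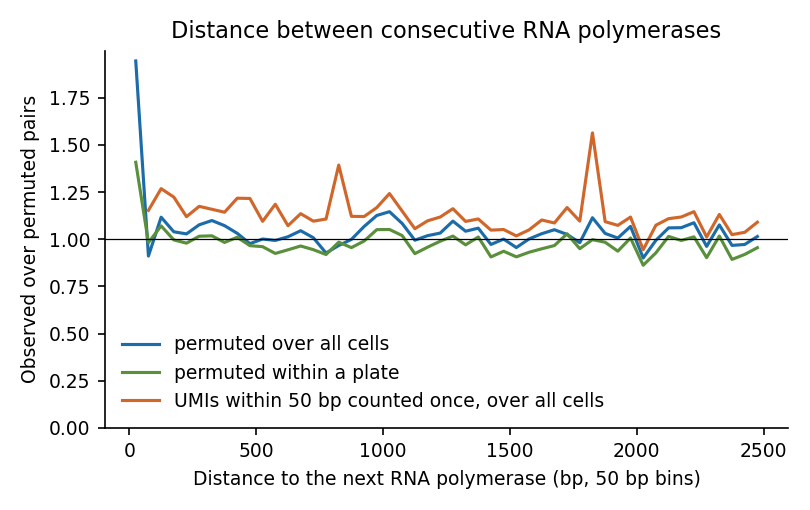
Number of pairs of consecutive polymerases at each distance over the number in permuted cells, in 50 bp bins, with reads permuted over all cells (blue), within plates (green), and over all cells with UMIs of a cell within 50 bp counted once (orange). The blue line starts at 1.95 at 0 to 49 bp and the green line at 1.41, and the orange line has no pairs in that bin.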

With confidence in the ability of scGRO–seq to discern bursting, we directly measured burst kinetics using scGRO–seq counts and their genomic positions. We estimated burst size as the average number of RNA polymerases per burst, whereas burst frequency was calculated as the number of bursts per allele per unit of time required for RNA polymerase to traverse through the burst window (Fig. 2d), corrected for capture efficiency (Methods). We considered genes longer than 11 kb (*n* = 13,564) and excluded 500 bp regions at either end that are known to harbour paused polymerases^21^, thereby using the remaining 10 kb as the burst window. We assigned reads to a single allele based on previous evidence showing that alleles in mouse ES cells burst independently to generate monoallelic RNA^22^. With an average RNA PolII elongation rate of 2.5 kb min^–1^ (ref. ^23^), using a 10 kb region limited the burst detection window to 4 min. This short burst window was consistent with bursts from one allele and aligned with previous reports^24^. We simulated kinetic measurements using synthetic data to validate the accuracy of the model and observed robust performance (Extended Data Fig. 8b). We then estimated the kinetic parameters of transcriptional bursts for expressed genes (Fig. 2e and Supplementary Table 1). 

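For each gene the burst size was estimated as 1 plus the UMIs per cell with a UMI minus 1, divided by a capture efficiency of 10%, in the 10 kb window. Of 14156 genes with a UMI, 98.8% had a burst size from 1 to 4, 5759 had a burst size of 1 and 175 were above 4. Over these genes the mean burst size was 1.47, and the median was 1.28. In the 10 batches taken singly, it ran from 1.17 in Exp260 to 2.31 in Exp160, with an SD of 0.348. With a capture efficiency of 5%, which moved the value most, the mean was 1.94. The same estimate from reads with permuted cell identity was 1.21, and from reads permuted within plates 1.28. UMIs that fall in 1 window by chance therefore give 45.5% of the amount by which the mean exceeds 1, and 58.8% with permutation within plates. With UMIs of a cell within 50 bp counted once, the mean was 1.22, and 1.21 in cells permuted within plates. Among genes with UMIs in at least 100 cells, the largest burst sizes were 39.5 for Ncl (gene 17975, chromosome 1) and 38.6 for Sparcl1 (gene 13602, chromosome 5). In permuted cells these genes had burst sizes of 36.8 and 13.9, and 90.2% of the UMIs in the window of Ncl lay on annotated small RNA genes. Hells had a burst size of 3.17 from 421 UMIs in 346 cells, with 2.34 in permuted cells. For Smarcc1 the burst size was 1.43 from 98 UMIs, for Prkdc 1.34 from 60 UMIs and for Sall1 2.20 from 224 UMIs. The cell-cycle genes with a window (Orc1, Ccne2, Mcm6, Wee1, Cdk1, Ccnf, Nusap1 and Aurka) had burst sizes between 1.50 and 1.85. Npm1 is too short for a window.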

Burst sizes ranged primarily between 1 and 4 RNA polymerases per burst, with a mean burst size of 1.23. The mean duration of approximately 2 h until the next burst obtained using scGRO–seq data matched the 2 h of the global nascent transcription oscillation cycle reported using intron seqFISH. 

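Burst frequency was computed as the cells with a UMI per 2 alleles, or 1 allele on the sex chromosomes, in the 4 min that a polymerase needs for the 10 kb window, corrected for the chance of capturing a burst. The mean time until the next burst over the 14156 genes was 2.97 h, and the median was 1.18 h. In the 10 batches taken singly, where genes without a UMI drop out, it ran from 0.738 h in Exp246 to 2.21 h in Exp260b, with an SD of 0.502 h. The inverse of the mean burst frequency was 0.893 h. A capture efficiency of 20% changed the mean by the largest number of hours, to 5.28 h, and 5% gave 1.82 h. Over the 11638 genes with UMIs in at least 10 cells, the mean was 1.39 h. In cells with permuted reads it was 2.39 h. The highest burst frequencies among genes with UMIs in at least 100 cells were 8.74 bursts per hour for Ddx3x (gene 13205), 8.70 for Pdzd4 (gene 245469) and 8.38 for Flna (gene 192176), all on chromosome X. In permuted cells these were 9.49, 7.50 and 8.45 bursts per hour.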

Using the burst parameters estimated from scGRO–seq data, we again tested our model by simulation and observed robust performance (Extended Data Fig. 8c). Burst frequency results from scGRO–seq data correlated well with intron seqFISH data (Fig. 2f), and the correlation was even stronger for genes with a higher burst frequency (Extended Data Fig. 8d). However, we observed a poor correlation between burst frequencies from scGRO–seq and scRNA–seq data, as well as between intron seqFISH and scRNA-seq data (Extended Data Fig. 8e). This finding highlights potential limitations in kinetic estimates derived from mature transcripts. In contrast to a previous report^18^, we did not find an impact of gene length on kinetic estimates (Extended Data Fig. 8f). 

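Gene length and burst parameters were compared across 14156 genes longer than 11 kb with a UMI in the window. Spearman's rho across genes was -0.00271 for burst frequency and -0.00822 for burst size. Over genes with UMIs in at least 10 cells it was -0.0215 and -0.0146. Genes are not independent replicates, so no p-value is given.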

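Across 13917 genes with UMIs in both windows, Pearson's r between the log10 burst frequencies in the first 10 kb and in the first 5 kb was 0.929. The shorter window is part of the longer one, so that the values share reads. Between the first and the second 5 kb, which share none, r was 0.768 across 13597 genes. Over genes with UMIs in at least 10 cells, these values were 0.90 and 0.688.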

We further confirmed that the burst frequencies calculated from 10 kb and 5 kb burst windows showed strong agreement (Extended Data Fig. 8g), which indicated the reliability of burst kinetic calculations from scGRO–seq data.

Core promoter elements can modulate burst parameters^7,25^. We observed a significant variation in core promoter elements with burst kinetics (Fig. 2g). Specifically, genes with the TATA element exhibited a larger burst size than genes lacking it (*P* = 4.6 × 10^−9^), and the presence of the initiator sequence further increased the burst size (*P* = 2.5 × 10^−13^). The higher burst size but lower burst frequency of genes with TATA elements agreed with previous findings^26^.

Transcription factors are also thought to regulate burst kinetics. Using a curated transcription factor binding database^27,28^, we examined the effect of transcription factors on burst parameters. Gene set enrichment analysis indicated that some transcription factors regulate burst size, whereas others regulate burst frequency (Supplementary Table 2). MYC and AFF4 are examples of each category. Genes bound by MYC had larger burst sizes, whereas AFF4 target genes were enriched for higher burst frequencies (Fig. 2h). 

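The target lists of Supplementary Table 2 were compared with 10000 random gene lists of the same size. The median burst frequency of 264 AFF4 targets with a value was 2.46 bursts per hour, above all random lists, whose median was 0.851 with 95% of lists between 0.692 and 1.02. Against random lists matched on mean UMIs, with a median of 2.43 bursts per hour, the AFF4 targets lay at percentile 69.5. The median burst size of 106 MYC targets was 1.74, above all random lists, whose median was 1.28 with 95% of lists between 1.06 and 1.41. Random lists matched on mean UMIs had a median of 1.80, and the MYC targets lay at percentile 7.97 among them. Genes of a list are not independent replicates, and percentiles are given in place of p-values.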

Our observation supports a previous report whereby MYC increased the burst size by increasing the burst duration^29^, and the association of the AFF4 transcription factor correlated with burst frequency^30^. Overall, we show that direct and comprehensive observation of transcription using scGRO–seq facilitates the study of transcription kinetics at the single-cell level.

## Cell cycle inference from histone genes

Investigating gene programs during cell cycle stages is essential for understanding biology and disease^31^. Polyadenylated RNA-dependent scRNA-seq methods rely on mature transcripts of cell cycle marker genes to determine the cell cycle state. However, the time required for mRNA processing, export and accumulation introduces a time lag. Except for a few total RNA-based single-cell methods^32,33^, scRNA-seq fails to detect replication-dependent histone genes—the best characterized cell-cycle-phase-specific genes exclusively transcribed during the S phase^34^—owing to the lack of polyadenylation^35^. scGRO–seq enabled the detection of active transcription of replication-dependent histone genes in the histone locus body (Extended Data Fig. 9a) that could be used to classify cells in S phase. For G1/S and G2/M phase-specific genes, we used a set of transcriptionally characterized genes from a RNA velocity and deep-learning study of mouse ES cells^36^. Hierarchical clustering based on the expression of these three sets of cell-cycle-phase-specific genes revealed three significant clusters of individual cells (Fig. 3a).

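Marker UMIs were summed per cell for 4 G1/S genes (Orc1, Ccne1, Ccne2 and Mcm6), 67 replication-dependent histone genes on chromosomes 3, 6, 11 and 13, and 6 G2/M genes (Wee1, Cdk1, Ccnf, Nusap1, Aurka and Ccna2). The 1254 cells with more than 1 marker UMI were clustered by Euclidean distance with Ward linkage. The 3 clusters of 332, 293 and 629 cells were named G1/S-like, S-like and G2/M-like. Each name was given to 1 cluster, so that the marker means, taken relative to the 3 clusters, had the highest sum. Cells of the S-like cluster had a mean of 2.73 histone UMIs, against 0.708 in the G1/S-like and 0.553 in the G2/M-like cluster. The clusters rested on few UMIs, with a median of 3 marker UMIs per cell in the G1/S-like and S-like clusters and 2 in the G2/M-like cluster. Reads with cell identity permuted within batches gave a mean of 1203.71 cells past the same minimum over 100 permutations.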

**Fig. 3:**
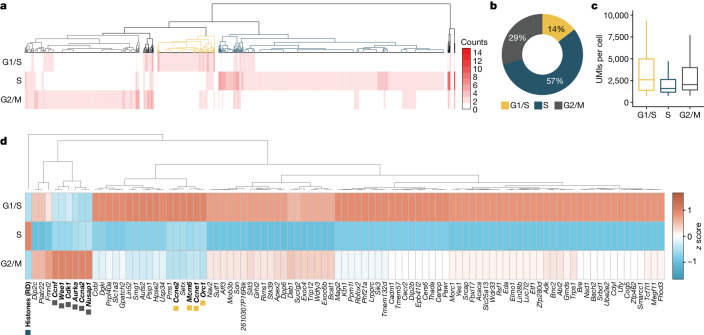
Cell cycle inference by non-polyadenylated replication-dependent histone gene expression. **a**, Heatmap of hierarchical clustering of single cells representing transcription of G1/S-specific, S-specific and G2/M-specific genes. The dendrogram colours represent cell clusters with cell-cycle-phase-specific gene transcription. **b**, Fraction of cells in the three primary clusters distinguished by transcription of G1/S-specific, S-specific and G2/M-specific genes. **c**, Distribution of scGRO–seq UMIs per cell in the three clusters of cells (*n* = 122, 479 and 244 cells, respectively, from 10 independent batches) defined by cell-cycle-phase-specific gene transcription. The centre line indicates the median, the box represents the data between the first and third quantiles, the whiskers indicate the 1.5 interquartile range, and points outside the whiskers indicate outliers. **d**, Differentially expressed genes among the three clusters of cells defined by transcription of G1/S-specific, S-specific and G2/M-specific genes. The genes used to classify cells are denoted in bold and coloured boxes. Histones (RD) represent aggregate reads from replication-dependent histone genes.

Mouse ES cells have a short G1 phase and an extended S phase^37^. De novo classification of mouse ES cells based on the nascent transcription of these newly integrated marker genes recapitulated the lengths of cell cycle phases (Fig. 3b). 

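The G1/S-like cluster held 21.8% ± 7.25 (SD, n = 10 batches) of the classified cells of a batch, the S-like cluster 25.7% ± 16.4 and the G2/M-like cluster 52.5% ± 13.1. Between batches, the share of the S-like cluster ran from 9.30% to 57.9%. The clustering changed when single batches were left out, and the share of the S-like cluster was then between 22.5% and 74.7%, the latter without Exp264a. The share of the G1/S-like cluster ran from 1.62% without Exp263 to 73.0% without Exp208. In permuted cells, the S-like share over all classified cells averaged 33.8% with an SD of 14.9 over 100 permutations, against 23.4% in the data.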

Notably, cells in G1/S and G2/M phases exhibited higher transcription levels compared with cells in the S phase (Wilcoxon rank-sum test, *P* = 6.3 × 10^−07^ and *P* = 1.2 × 10^−06^, respectively) (Fig. 3c). 

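Median UMIs per cell were compared between the clusters within each of the 10 batches, since cells of a plate are not independent. The median over all cells was 4218 UMIs in the G1/S-like, 4169 in the S-like and 4055 in the G2/M-like cluster. The log2 difference between the S-like and the G1/S-like cluster was 0.08 ± 0.25 (SD, n = 10 batches), below 0 in 5 batches (two-sided exact sign-flip test, p = 0.383). Between the S-like and the G2/M-like cluster it was 0.18 ± 0.33 (SD, n = 10), below 0 in 3 batches (two-sided exact sign-flip test, p = 0.127). Neither difference was larger than the spread between batches. The difference between the S-like and G1/S-like clusters was -0.42 when marker UMIs were scaled to the total of the cell before clustering (two-sided exact sign-flip test over 10 batches, p = 0.00781). The same scaled clustering of reads with permuted cell identity gave a mean of -0.46. With each cell assigned to the phase with most marker UMIs, the difference was -0.10 (two-sided exact sign-flip test over 8 batches, p = 0.3125).

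**Figure D5:**
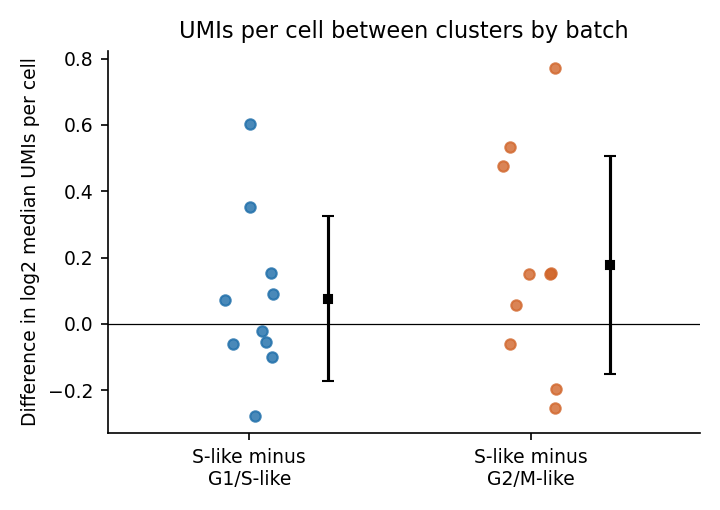
Difference in log2 median UMIs per cell between the S-like cluster and each of the other 2 clusters. Points are the 10 batches and black squares are means with SD, at 0.08 and 0.18.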

We observed an approximately 40% decrease in total transcription when cells transition from the G1/S phase to the S phase, with a subsequent 20% increase after exiting the S phase to the G2/M phase. This observation indicates that transcription continues during DNA replication, albeit at a reduced level. The transition from the G2/M phase to the G1 phase is marked by an increase in transcription^38^, which restores the transcription level observed during the G1 phase, thereby completing the cycle. 

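UMIs were summed per batch and cluster, which gave 30 sums, and each cluster was compared with the other 2 with limma voom, with the batch as a block and Benjamini–Hochberg adjustment over 10196 genes with at least 50 UMIs. With limma, 9 differences had an adjusted p under 0.05, all of them in marker genes that define the clusters, and no other gene was called. An unadjusted p under 0.05 was reached 960 times over the 3 comparisons. Outside the markers, the smallest p in the G1/S-like cluster was that of Adap2, with a log2 difference of 1.57 (standard error 0.42, adjusted p = 0.565 with limma), followed by Bmp4 and Dscc1. In the S-like cluster it was that of Cdhr2, with a log2 difference of 1.21 (standard error 0.35, adjusted p = 1.00 with limma), followed by Wiz and Cfap53. In the G2/M-like cluster it was that of Klhdc2, with a log2 difference of -1.45 (standard error 0.36, adjusted p = 0.253 with limma), followed by Eif2b1 and Ppif. Of the 93 genes that Supplementary Table 3 lists for G1/S and that are not markers, 91 were tested and 70 were higher in the G1/S-like cluster, with a median log2 difference of 0.08. On sums with a simulated change in 200 genes, the same fit recovered 6.5% of 2-fold and 70% of 4-fold changes in the S-like cluster, the only comparison that was simulated.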

An analysis of differentially expressed genes in cell cycle phases also revealed that certain genes restore transcription levels to those observed in the G1/S phase as they transitioned from the S phase to the G2/M phase, whereas others regained partial transcription (Fig. 3d and Supplementary Table 3). At the same time, some did not recover their transcription until exiting from G2/M to G1/S. By quantifying the active transcription of non-polyadenylated histone genes and a small subset of marker genes, scGRO–seq reveals a dynamic transcription program throughout the cell cycle.

## Co-transcription of interdependent genes

Co-expression of functionally related genes, as measured by accumulated mRNA, is widely reported^39^. However, assessing whether these genes are transcriptionally coordinated in steady-state has been challenging. By utilizing nascent transcription within the first 10 kb of the gene body, thereby limiting the co-transcription detection window to 4 min, we calculated pairwise Pearson correlation values between expressed genes (Fig. 4a). Gene pairs with a correlation coefficient greater than 0.1 and a *q* value of less than 0.05, and an empirical FDR of less than 5% from 1,000 permutations, were considered co-transcribed (Supplementary Table 4). These stringent criteria controlled for sampling biases and other confounding effects. We identified about 0.7% of the 112,807,710 gene pairs tested (*n* = 800,888) as significantly co-transcribed. 

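Counts of the 20142 genes with a UMI in at least 3 cells were made binary, and each pair was tested by the correlation of the 2 genes over the 2518 cells. A pair was called co-transcribed with Pearson's r above 0.1, a chi-square p under 0.05 after Benjamini–Hochberg adjustment over all pairs and an empirical p under 0.05 from 1000 permutations of cell identity. Of 202840011 pairs, 2040450 passed the first 2 conditions and 1803315 were called, or 0.889%. The median called pair was seen together in 2 cells, 61.6% were seen together in 1 or 2 cells, and 687044 pairs were seen together in 1 cell. Fisher's exact test in place of the chi-square test gave 390256 called pairs, or 0.192%. With permutation within batches 1604622 pairs were called, and within plates 1356331. Cell identity was also permuted among the reads of each plate, with UMIs per cell kept, and the whole procedure was repeated. On average, 79.5% as many pairs were called as in the data, and 61.3% after permutation over all cells. The cells of Exp236 alone gave 4082646 called pairs, and the 1706 cells of the other batches gave 1835237. Among the 128120028 pairs that could be tested in both sets of cells, 31978 were called in both, where 34089 would be called in both if the calls were independent. The highest correlations among pairs seen together in at least 10 cells were 0.569 for Mepe and Ces1c, 0.558 for Mepe and Camkmt, and 0.532 for Ripor3 and Ces1c. In permutations within batches, their empirical p was 0.999, 0.998 and 0.987. Pairs on 1 chromosome made up 5.43% of the called and 5.46% of the tested pairs. Gene pairs are not independent replicates, since each gene is part of many pairs.

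**Figure D6:**
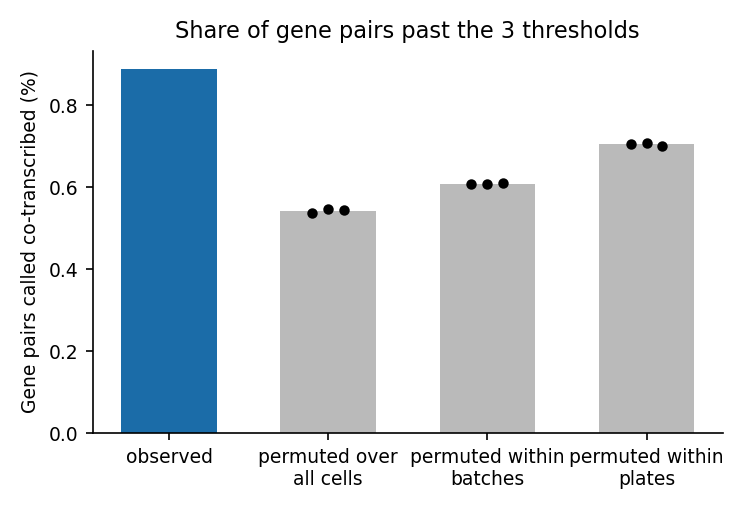
Gene pairs called co-transcribed as a percentage of the pairs tested, in the data (blue) and with cell identity permuted over all cells, within batches and within plates (grey). Points are single permutations, 3 of each kind, and grey bars are their means, at 0.543%, 0.609% and 0.705%, against 0.889% in the data.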

We generated a graphical network from these significant pairs and identified 59 modules (genes per module > 10) of co-transcribed genes. This gene–gene transcriptional correlation probably reflects common temporal gene activation by a transcription factor or could reflect mechanistic coupling of transcription activation by clusters of genes separated across regions of chromosomes.

**Fig. 4:**
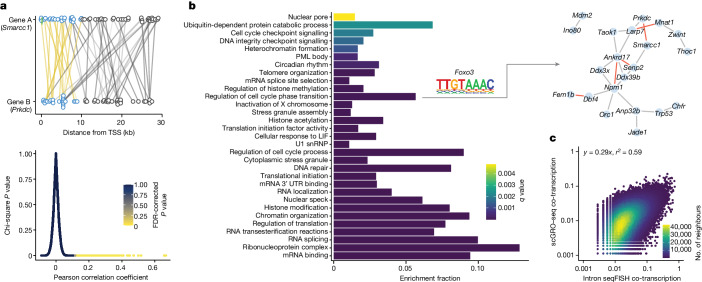
Coordinated transcription of functionally related genes. **a**, Top, a pair of co-transcribed genes. Reads within the first 10 kb of the gene pair (blue circle) expressed in the same cells are connected by a yellow line. Reads beyond the first 10 kb (grey circles and lines) were not used in the gene–gene correlation. Bottom, pair-wise Pearson correlation was calculated from a binarized genes by cells matrix. The relationship among the Pearson correlation coefficient, uncorrected chi-square *P* value and the FDR-corrected *P* value using the Benjamini–Hochberg correction method for pairwise gene–gene correlation. **b**, Gene ontology (GO) terms enriched in co-transcribed gene modules. The transcription factor motif enriched in the promoters of genes associated with the GO term and the co-transcribed genes that contributed to the enrichment of the GO term is shown as an example on the right (red line indicating *ρ* > 0.15). A complete list of GO terms and the co-transcribed genes contributing to the enrichment of the GO terms is provided in Supplementary Table 5. **c**, Correlation of co-transcription of significantly co-transcribed gene pairs (*n* = 164,380) between scGRO–seq and intron seqFISH data. Axes represent the fraction of cells in which a gene pair is co-transcribed.

Conducting gene ontology analysis on these co-transcribed modules compared with all transcribed genes, we found enrichment of several related molecular functions, including cell cycle regulation, RNA splicing, translational control, DNA repair and circadian rhythm (Fig. 4b, Extended Data Fig. 9b and Supplementary Table 5). By scanning the promoters of co-transcribed genes, we discovered an enrichment of known transcription factor motifs, such as FOXO3 enriched in the promoters of co-transcribed genes associated with the ‘regulation of cell-cycle phase transition’ gene ontology term. A previous study^40^ showed that FOXO3, in coordination with the DNA replication factor CDT1, is crucial in regulating cell cycle progression. We compared the co-transcription patterns of gene pairs obtained from scGRO–seq with those from intron seqFISH, and the results revealed concordant co-transcription profiles (Fig. 4c). This high-throughput and capability of scGRO–seq to directly examine transcriptional coordination between any gene pair or network of genes provides valuable insights into the functional organization of the genome.

## Enhancer–gene temporal coordination

Regulation of gene expression by distal regulatory elements is an area of broad interest. scGRO–seq captures transcripts from both genes and active enhancers, thereby enabling the measurement of co-activation in single cells. We analysed scGRO–seq reads within the first 10 kb of genes and at least 3 kb on each strand transcribing outwards around enhancers (Methods). We excluded 500 bp regions around the TSS of genes and enhancers to avoid paused polymerase. We also included clusters of enhancers known as super-enhancers (SEs) that do not overlap with gene regions^41^.

We used stringent criteria in permutation and correlation tests to identify enhancer–gene pairs that exhibit co-transcription (Methods). Out of 6,985,904 test pairs, 0.6% (*n* = 44,361) passed the threshold of the pairwise correlation coefficient, multiple hypothesis corrected chi-square *P* value and empirical FDR from 1,000 permutations (Supplementary Table 6). 

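Enhancers were taken from the first 1999 lines of Table S6, which give the position of 1670 enhancers, and 1076 of these had a UMI in at least 3 cells. With the conditions used for gene pairs, 16327 of 1235642 pairs of an enhancer and a gene on the same chromosome were called, or 1.32%. Of the called pairs, 90.4% were seen together in 1 or 2 cells, and 11163 were seen together in 1 cell. Fisher's exact test gave 103 called pairs, or 0.00834%. With permutation within plates 10763 pairs were called, or 0.871%, and with r above 0.15 the share was 0.411%. Among the 9514 pairs seen together in at least 5 cells, 352 were called, or 3.70%.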

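Distances from the enhancer to the TSS were compared between 1075 called pairs within 2.5 Mb of each other and 86265 other tested pairs within 2.5 Mb. Of the called pairs, 10.0% lay within 200 kb (95% Wilson interval 8.39 to 12.0%), and of the other pairs 9.62%. The median distance was 1155994 bp for called and 1122647 bp for other pairs, and the largest difference between the 2 cumulative distributions was 0.0205. Pairs share enhancers and genes, so no p-value is given. With r above 0.05 in place of 0.1, 10.8% of 6099 called pairs lay within 200 kb, against 9.54% of the other pairs.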

We observed a significant enrichment (two-sample KS test, *P* = 5.5 × 10^−09^) of enhancer–gene co-transcription primarily within 200 kb of each other compared with uncorrelated pairs (Fig. 5a). SE–gene pairs were similarly enriched (two-sample KS test, *P* = 1.3 × 10^−09^) within 400 kb of each other (Extended Data Fig. 10a). When examining functionally related genes clustered together on the same chromosome^42^, we found multiple enhancers correlated with each gene (Extended Data Fig. 10b), probably a further manifestation of cell cycle regulation.

**Fig. 5:**
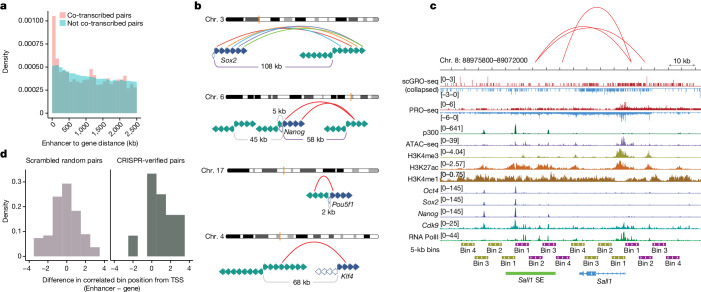
Spatial and temporal coordination between genes and enhancers. **a**, Distance between correlated and non-correlated enhancer–gene pairs within 2.5 Mb of each other. **b**, Co-transcription between pluripotency genes (filled blue arrows indicate sense gene bins, open blue arrows indicate antisense gene bins) and their enhancers (represented by green arrows, and the arrow directions indicate sense and antisense directions). Correlated full-length enhancer–gene pairs (*Sox2* and *Nanog*) are shown with purple distance bars. For finer time resolution correlation, features are extended up to the end of the transcription signal and divided into 5 kb bins. Correlated bins are represented by a red arch, except for *Sox2* and its distal enhancer bins, which are shown in different colours for visual aid. **c**, Co-transcription between *Sall1* and its CRISPR-verified SE. Correlated SE–gene bins are denoted by arches. **d**, Summary of correlated bin positions in CRISPR-verified SE–gene pairs. Scrambled random pairs served as a control.

We investigated a set of validated enhancers known to regulate pluripotency transcription factors^43–46^. We observed significant correlations between the transcription of *Sox2* and *Nanog* and their distal enhancers (Extended Data Fig. 10c). 

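Transcription of Sox2 (gene 20674, chromosome 3), Nanog (gene 71950, chromosome 6), Pou5f1 (gene 18999, chromosome 17) and Klf4 (gene 16600, chromosome 4) was compared over the 2518 cells with that of their enhancers. The enhancers were placed by the distances to the gene that Fig. 5 gives in kb. Each feature was taken as 1 window without bins. Gene windows left out 500 bp at each gene end, so none of them held its whole gene. The window of Klf4 had a UMI in 68 cells, while the first 5 kb bin of Klf4, which lies inside the gene, had a UMI in 82 cells. The first 5 kb bin of Sox2, which also reaches past the gene end, had a UMI in 192 cells. Sox2 had a UMI in 93 cells and its enhancer in 22 cells, with 1 cell in common (r = 0.00424, two-sided chi-square test, p = 0.831). Nanog had a UMI in 131 cells, and r with its 3 enhancers was -0.00934, -0.00934 and 0.0277 (two-sided chi-square tests, p = 0.639, 0.639 and 0.165). For Pou5f1, r was 0.0538 with 2 cells in common (p = 0.0069). For Klf4, r was 0.0175 with 1 cell in common (p = 0.38). These p-values treat cells as independent, which they are not within a plate.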

If enhancers and their target genes are temporally coupled and co-transcribed, we speculated that co-transcription of the pair could be even more prominent at finer temporal resolution. To test this idea, we divided enhancers and genes into 5 kb bins (representing a 2-min transcription window) and found that at least 1 enhancer bin correlated significantly with its target gene for all 4 genes (Fig. 5b). 

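In 5 kb bins, 164 pairs of a gene bin and an enhancer bin on either strand were formed for Sox2, Nanog, Pou5f1 and Klf4, and 37 of them could be correlated in at least 6 batches. A two-sided exact sign-flip test of the correlations within batches, with Benjamini–Hochberg adjustment, called 0 pairs, and 9 pairs had an unadjusted p under 0.05, all with a mean correlation below 0. In 8 of these no cell had a UMI in both bins, which fixes the correlation below 0 in each batch. The smallest unadjusted p was 0.0156, the smallest that 7 batches allow, and the smallest adjusted p was 0.128. The chi-square test over all cells, which treats cells as independent, called 3 pairs, 1 each for Pou5f1, Nanog and Sox2. Their r was 0.124, 0.0928 and 0.0733, from 2, 1 and 3 cells with a UMI in both bins, and they had correlations in too few batches for the sign-flip test. For Pou5f1 and Sox2 the gene bin was bin 4, which lies past the end of the annotated gene. Bins were not cut at other genes and enhancer strands were kept apart, while the paper cut such bins and combined the strands. No pair of Klf4 was called, and its highest r over all cells was 0.0427. With 10 kb bins, 0 pairs were called by the sign-flip test over batches, 19 pairs had an unadjusted p under 0.05, all with a mean correlation below 0 and 15 without a cell with a UMI in both bins, and 18 pairs were called over all cells, of which 7 could be tested over batches.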

Notably, the correlated enhancer bin generally appeared further from its TSS than the gene bin, which implied that enhancer transcription may initiate before promoter transcription.

To test the enhancer–gene timing hypothesis, we examined a set of seven non-intronic mouse ES cell SEs validated by CRISPR perturbation^47^. CRISPR-mediated knockout of *Sall1* SE reduced *Sall1* expression by 92%, and we found a correlation between multiple enhancer bins and this gene (Fig. 5c). Overall, four out of seven SE–gene pairs showed correlations of at least one bin. Notably, we observed that in most cases, enhancer transcription began earlier or around the same time as the transcription of their target genes (Fig. 5d). This temporal pattern could have mechanistic implications for enhancer–gene regulation. However, any conclusions will require a much deeper dataset. Nevertheless, our findings offer a glimpse into the temporal order in enhancer–gene transcription.

## Discussion

We developed scGRO–seq to enable the assessment of co-transcription and prediction of enhancer–gene regulatory networks in their native context. By reporting the activity of genes and distal regulatory elements—and therefore the functional consequences of transcriptional signals and networks—scGRO–seq is inherently multimodal for understanding transcription regulation in high detail. We illustrated these advantages by determining burst size and frequency for expressed genes, transcription dynamics during cell cycle phases and genome-wide gene–gene and enhancer–gene co-transcription detection. We restricted this study to mouse ES cells for comparison with large available datasets for validation.

The current scGRO–seq methodology has its limitations. The preservation of nuclear integrity, achieved through a low sarkosyl concentration, failed to promote the run-on of RNA polymerases in the pause complex, thereby limiting the detection of promoter–proximal paused polymerases. The read depth and cell numbers limited our analyses of burst kinetics and co-transcription of gene–gene and enhancer–gene pairs. Improved efficiency in future iterations will facilitate more precise evaluation of these phenomena.

scGRO–seq is also limited by the abundance of nascent RNA per cell at any given time, which is considerably lower than that of mature mRNA. Nascent RNA detection requires technology that does not depend on a polyadenylated terminus, which initially raised doubts about the feasibility of nascent RNA sequencing in single cells^48^. However, implementing highly efficient CuAAC has overcome this limitation, enabling the capture of approximately 10% of nascent RNA with the current single-cell protocol. To streamline the process and to ensure compatibility with future automation, we optimized the biochemical steps by replacing multiple rounds of nascent RNA purification and nucleic acid ligation with click chemistry. Further adaptations, including high-throughput droplet encapsulation and enhanced capture efficiency, will extend the applicability of our scGRO–seq method in both research and clinical settings.

For clinical specimens, particularly for challenging tissues such as the brain and pancreas, which contain high levels of RNase, isolation of nuclei is preferred over intact cells. Single-cell methods such as sNuc-seq^49^ profile polyadenylated RNA inside the nucleus of such tissues, but paint an incomplete view of single-cell gene expression. By contrast, the entire scGRO–seq substrate is present inside the nucleus. Furthermore, the compatibility of CuAAC-based nascent RNA sequencing methods with bulk low-input samples and single cells makes them desirable methods for clinical investigations. The adaptability and efficiency of scGRO–seq introduce new avenues for investigating transcriptional dynamics and regulatory mechanisms across diverse biological contexts, enriching our understanding of gene expression regulation and its ramifications in physiological and pathological conditions.

## Methods

### scGRO–seq conceptualization

Capturing nascent RNA with sufficient efficiency from single cells for meaningful analysis was deemed challenging. However, recognizing the potential insights into transcription mechanisms that single-cell nascent RNA sequencing could offer, we set out to develop a single-cell version of the GRO–seq method a decade after its use in cell populations. Our efforts were met with two significant challenges: selectively capturing a small fraction of nascent RNA among various RNA species within a cell and accurately distinguishing nascent RNAs from individual cells.

The primary limitation we encountered was capture efficiency. The quantity of nascent RNA from transcribing RNA polymerases in an individual cell, mainly due to the intermittent nature of transcription with short bursts and long latency periods, is significantly lower than the mRNA copies that accumulate over time. Traditional nascent RNA capture methods yield only a meagre number of nascent RNAs from single cells. Miniaturizing GRO–seq using strategies derived from scRNA-seq was not feasible because nascent RNA lacks the consensus polyadenylation sequence used in RNA-seq. Instead, GRO–seq and related methods selectively label nascent RNA in bulk cells using modified nucleotides and use single-stranded RNA–RNA ligation with PCR handles on both ends. This ligation process proved unsuitable for scGRO–seq owing to its low efficiency and the need for nascent RNA purification before ligation, which risks depleting the already scarce nascent RNA from single cells.

To overcome these challenges, we devised a strategy that involved labelling nascent RNA in cells and attaching single-cell barcodes to the labelled nascent RNA without requiring purification from other cellular RNA. After exploring several approaches without success, we turned to click chemistry, specifically CuAAC. We speculated that by sourcing or synthesizing CuAAC-compatible chain-terminating nucleotide triphosphate analogues and performing nuclear run-on with the modified nucleotides to selectively label nascent RNA, we could label nascent RNA from individual cells with 5′-AzScBc DNA with a PCR handle. Then, we could pool the barcoded nascent RNA from multiple cells for selective RT in the presence of a TSO and subsequent PCR amplification for sequencing.

To successfully implement this strategy, we identified three important biochemical hurdles to address. First, we needed to demonstrate the ability of native RNA polymerase to incorporate 3′-(*O*-propargyl)-NTPs during nuclear run-on reactions. Second, preserving the intactness of nuclei during the run-on reaction was essential to enable the separation of individual nuclei for single-cell barcoding. Finally, we had to confirm the ability of reverse transcriptase to traverse the triazole ring junction formed during CuAAC. Successful resolution of the first and third hurdles would pave the way for CuAAC-based nascent RNA sequencing in cell populations, whereas overcoming the second hurdle would establish the foundation for scGRO–seq.

### Development of AGTuC

To develop a nascent RNA tagging method suitable for capturing a small fraction of RNA from single cells, we initiated our approach by focusing on a cell-population-based strategy. We aimed to develop an enhanced nascent RNA tagging method that optimally integrates selective labelling and single-cell barcode tagging, bypassing the need for RNA purification. Among the tested methods, we identified click chemistry as the most suitable option because of its high selectivity, efficiency, robustness in diverse experimental conditions, cost-effectiveness and speed. Our goal was to selectively label nascent RNA through a nuclear run-on reaction, conjugate a single-stranded DNA PCR handle (that can accommodate a single-cell barcode for future use in single-cell analysis), reverse transcribe the RNA–DNA conjugate and prepare a NGS library.

To achieve single-nucleotide resolution of transcribing polymerases and efficient RT, we identified two click-chemistry-compatible, chain-terminating nucleotides with a relatively small functional group: 3′-(*O*-propargyl)-ATP and 3′-azido-3′-dATP (Extended Data Fig. 1a). Nascent RNA labelled with 3′-(*O*-propargyl)-NTPs forms a 1,4-disubstituted 1,2,3-triazole junction with azide-labelled DNA through CuAAC, as shown in Click-Code-Seq^50^, whereas nascent RNA labelled with 3′-azido-3′-dNTPs forms a slightly bulkier junction with dibenzocyclooctyne labelled DNA through strain-promoted alkyne-azide cycloadditions (Extended Data Fig. 1b). Nuclear run-on with 3′-(*O*-propargyl)-ATP and CuAAC showed superior efficiency compared with 3′-azido-3′-dATP and strain-promoted alkyne-azide cycloadditions (Extended Data Fig. 1c).

To convert the clicked RNA–DNA conjugate to cDNA, we tested eight different reverse transcriptase enzymes, varied the temperature and duration of RT and evaluated three TSOs (Extended Data Fig. 1d–f, some results not shown). 

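Reads of 2 AGTuC libraries of the same batch were analysed. AGTuC is the bulk form of the assay, in which the run-on reaction takes place in the presence of a detergent that lyses the nuclear membrane and nascent RNA is coupled to DNA by click chemistry. The authors processed its reads in the same way as those of scGRO–seq, and the libraries held 2243292 and 4767439 deduplicated reads. Molecules found in another library made up 0.330% of these reads and were left out. With 2 libraries, a permutation test has little power, and the smallest p it allows is given with each result.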

Our optimized method, which we AGTuC, was then performed in 5 million mouse ES cell nuclei. 

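The 2 AGTuC libraries had a squared Pearson correlation of 0.99 across 17872 genes, with UMIs scaled to the total, and 0.967 on the log10 scale. Their UMIs lay to 43.5% ± 0.931 (SD, n = 2) in introns and to 18.3% ± 0.632 in exons on the strand of the gene. PRO–seq profiles were not analysed here.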

AGTuC nascent RNA profiles closely resembled PRO–seq profiles (Extended Data Fig. 2a) and exhibited strong correlations at both gene and enhancer levels (Extended Data Fig. 2b,c). Notably, the AGTuC library protocol involved significantly fewer steps than PRO–seq and could be completed in a single day (Extended Data Fig. 2d). AGTuC is a simpler, faster and cheaper alternative to GRO–seq and PRO–seq for nascent RNA sequencing from cell populations.

### Development of inAGTuC

To adapt CuAAC-mediated nascent RNA sequencing to single cells, we explored the feasibility of performing AGTuC in single cells. Implementing AGTuC at the single-cell level presented challenges as the nuclear run-on reaction with 0.5% sarkosyl disrupts the nuclear membrane before cell barcodes could be attached during the post-run-on CuAAC step, which leads to unintended mixing of nascent RNA from different cells. One potential solution was to perform AGTuC in single tubes, which would prevent nascent RNA mixing. However, this approach requires RNA purification after the run-on reaction, but purification results in further depletion of exceedingly low amounts of nascent RNA in single cells. Alternatively, omitting RNA purification would lead to an abundance of 3′-(*O*-propargyl)-NTPs supplied in excess during the run-on reaction, which could outcompete 5′-AzScBc DNA during CuAAC.

To address this challenge, we developed inAGTuC, a new strategy that enables labelling nascent RNA with 3′-(*O*-propargyl)-NTPs while preserving nuclear integrity. This approach overcomes the issues associated with nascent RNA mixing before single-cell barcoding. We proposed that performing the run-on reaction without disrupting the nuclear membrane would facilitate the easy removal of excess nucleotides through a few centrifugation and resuspension steps while retaining propargyl-labelled nascent RNA within the nuclei. This approach would produce clean nuclei with labelled nascent RNA, free from excess reactive nucleotides, which could be compartmentalized with 5′-AzScBc DNA for CuAAC. We could minimize further RNA loss by pooling and processing the single-cell-barcoded nascent RNA from multiple cells.

To achieve an efficient run-on reaction, PRO–seq and AGTuC disrupt the polymerase complex with 0.5% sarkosyl detergent, of which nuclear membrane lysis is collateral damage. We sought to identify the lowest sarkosyl concentration that maintains nuclear membrane integrity while maximizing run-on efficiency and found that a 20× reduction in sarkosyl concentration preserved nuclear intactness, with only a 20% reduction in run-on efficiency (Extended Data Fig. 3a,b). To maximize the capture efficiency of nascent RNA, we optimized the molecular crowding effect of PEG 8000 and the ratio of Cu(I) to the CuAAC accelerating ligand BTTAA (Extended Data Fig. 3c). Although a low sarkosyl concentration preserves nuclear integrity, it also retains the RNA polymerase complex intact, thereby shielding the propargyl-labelled 3′ end of nascent RNA from reacting with 5′-AzScBc DNA. We investigated nascent RNA release from the RNA polymerase complex using common denaturants and found that 6 M urea and TRIzol was efficient (Extended Data Fig. 3d). However, the denaturant in TRIzol hindered CuAAC reaction (Extended Data Fig. 3e). Notably, urea also offered the added benefit of retaining the RNA–DNA conjugate in the aqueous phase during TRIzol clean-up to remove PEG 8000 from the CuAAC reaction (Extended Data Fig. 3f). For reaction clean-up, we assessed various methods, finding cellulose membrane to be effective in removing CuAAC reagents (Extended Data Fig. 3g), whereas silica matrix columns performed well in retaining RNA and ssDNA (Extended Data Fig. 3h). Subsequently, we evaluated DNA polymerase for library preparation and DNA size-selection methods (Extended Data Fig. 3i,j).

Considering the goal of working with single cells, we performed inAGTuC with cell numbers between 5 million used in AGTuC and 1 cell planned for scGRO–seq. Specifically, we placed 100 to 1,000 intact nuclei in each well of a 96-well plate containing urea. Nascent RNA in each well was barcoded with a unique 5′-AzScBc DNA by CuAAC and pooled from the 96 wells, and a sequencing library was prepared as in AGTuC. 

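Reads of 4 inAGTuC libraries were analysed, 2 from Exp208 and 1 each from Exp234 and Exp261. In inAGTuC the run-on reaction takes place in intact nuclei, which are then placed in the wells of a plate, and the reads of all wells are counted together. The libraries held 787132, 1016469, 1912347 and 1526599 deduplicated reads. Of these reads, 16.8% were also found in another library and were left out, where 0.217% would be by chance. The library of Exp261 is also listed under scGRO–seq, with 99.6% of the molecules of that list in both. That list was not counted as another library, so 1455363 reads of the inAGTuC library were kept. UMIs were counted on genes as for scGRO–seq and scaled to the total of the library for correlations.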

The inAGTuC libraries exhibited similar profiles in gene bodies compared with PRO–seq and AGTuC. However, they could not capture the paused peaks at the 5′ end of genes and enhancers (Extended Data Fig. 4a–c). This observation is consistent with the need for a higher sarkosyl concentration for efficient run-on of paused polymerase complexes. 

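In inAGTuC, 40.2% ± 11.0 (SD, n = 4 libraries) of UMIs lay in introns and 7.83% ± 2.09 in exons on the strand of the gene. The strand opposite to a gene held 21.1% ± 8.87, and the space between genes held 30.7% ± 6.00. In AGTuC these places held 10.6% ± 0.0505 (SD, n = 2 libraries) and 27.6% ± 0.249.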

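Within 500 bp of a TSS, the 4 inAGTuC libraries had between 1.68% (Exp261) and 5.65% (Exp234) of UMIs and the 2 AGTuC libraries had 18.3% and 20.0%. The difference in means was -15.8 percentage points, and every inAGTuC library was below every AGTuC library (two-sided exact permutation test, n = 4 and 2, p = 0.0667, the smallest p that these numbers allow). Within 250 bp the means were 2.03% ± 1.25 (SD, n = 4) and 15.6% ± 1.17 (SD, n = 2). The paper relates the missing signal at paused sites to the higher concentration of sarkosyl that paused polymerases need to run on efficiently.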

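For the 6 pairs of inAGTuC libraries, the squared Pearson correlation across genes had a median of 0.511 and ranged from 0.217 for Exp234 with Exp261 to 0.792 for Exp234 with the second library of Exp208. On the log10 scale it ranged from 0.713 to 0.789.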

The four inAGTuC libraries correlated well with each other (Extended Data Fig. 4d), with the potential to discover more insights with deeper sequencing (Extended Data Fig. 4e,f). 

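Between the 4 inAGTuC and the 2 AGTuC libraries, the squared Pearson correlation across genes had a median of 0.418 and ranged from 0.198 to 0.660. On the log10 scale the median was 0.561, with a range from 0.481 to 0.702.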

Despite only partially capturing nascent RNA from a paused complex, the inAGTuC libraries correlated well with those from AGTuC and PRO–seq (Extended Data Fig. 4g).

To systematically characterize the compatibility of inAGTuC with even fewer cells, we prepared four inAGTuC libraries in a 96-well plate, with 12 c.p.w., 120 c.p.w. and 1,200 c.p.w., which is roughly equivalent to 1,000, 10,000 and 100,000 nuclei, respectively. We also included a 1,200 c.p.w. plate, omitting Cu(I) as a negative control. Despite lower coverage, the inAGTuC library with 12 c.p.w. (total of about 1,000 cells) successfully captured the overall nascent RNA profile. It exhibited a good correlation with 120 c.p.w. (total of about 10,000 cells) and 1,200 c.p.w. (total of around 100,000 cells) (Extended Data Fig. 5a–c).

### 3′-(*O*-propargyl)-nucleotide synthesis

For this study, several CuAAC-compatible nucleotide analogues modified with azide or alkyne functionalities were evaluated. Ultimately, 3′-(*O*-propargyl)-NTPs were selected for three main reasons: (1) these analogues lack 3′ hydroxyl groups, making them chain-terminating and enabling single-nucleotide resolution of the 3′ end of nascent RNA; (2) the CuAAC reaction produces a compact junction due to the presence of a single carbon bond between the sugar group of the nucleotide and the propargyl group at the 3′ end position; and (3) they are relatively cost-effective compared with biotin-modified nucleotides commonly used in PRO–seq.

3′-(*O*-Propargyl)-ATP (NU-945) was offered by Jena Biosciences. To complete the set, custom synthesis requests were made for 3′-(*O*-propargyl)-CTP (NU-947), 3′-(*O*-propargyl)-GTP (NU-946) and 3′-(*O*-propargyl)-UTP (NU-948), all of which are now available for purchase from Jena Biosciences.

### Single-cell barcoded DNA adaptors

During scGRO–seq development, 3 sets of 96 5′-AzScBc DNA were synthesized by GeneLink. Each design encompassed four components: a 5′ azide positioned at the 5′ terminus, a 10–12 nucleotide sequence for the single-cell barcode, a 4–6 nucleotide sequence for the UMI and a PCR handle. The 5′ azide modification was obtained following a previously described method^51^. Specifically, an oligonucleotide containing 5′ iodo-dT was synthesized through solid-support phosphoramidite oligonucleotide synthesis, and subsequent replacement of the iodo group with an azide group was achieved through a reaction with sodium azide at 60 °C for 1 h. The sequences of three different 5′-AzScBc DNA are available in Supplementary Table 7.

The hairpin structure of the 86-nucleotide 5′-AzScBc DNA (Supplementary Fig. 3a) is formed through self-folding. The RT process is initiated using the 3′ end of the oligonucleotide, which serves as a built-in primer. This design ensures a 1:1 stoichiometry between the PCR handle and the RT primer, minimizing mispriming and nonspecific amplification during RT. The folded hairpin structure also generates a restriction site for the EagI enzyme, which is digested before PCR amplification.

Undesired extension by reverse transcriptase is effectively prevented by a three-carbon spacer at the 3′ end of the 43-nucleotide 5′-AzScBc DNA^52^. This version of the azide adaptor harbours a 5-nucleotide ACAGG sequence after the azide-dT at its 5′ end (Supplementary Fig. 3b). During RT, the extension of primers annealing to unclicked 5′-AzScBc, the addition of non-templated CCC and the incorporation of TSO results in undesired cDNA that are preferred substrates for PCR amplification. If unaddressed, these amplicons can overwhelm the sequencing library. The ACAGG sequence plays a crucial role in depleting these PCR amplicons.

A previously described method named DASH uses recombinant Cas9 protein and gRNA complex to digest and deplete undesired dsDNA^53^. The ACAGG sequence is necessary to generate a gRNA target sequence in the undesired PCR amplicons (underlined sequence). In PCR amplicons formed between nascent RNA and 5′-AzScBc DNA, the complementation of gRNA is interrupted by the presence of a nascent RNA sequence, which makes the desired products incompatible with DASH. AGG serves as the protospacer adjacent motif.

### Cell line

The V6.5 mouse ES cells used in this study were established by the Jaenisch Laboratory (Whitehead Institute, Massachusetts Institute of Technology) from the inner cell mass of a 3.5-day-old mouse embryo from a C57BL/6(F) × 129/sv(M) cross.

### Cell culture

Mouse ES cells were cultured in Dulbecco’s modified Eagle medium (Gibco, 11995), plus 10% fetal bovine serum (HyClone, SH30070.03), supplemented with 1× penicillin–streptomycin (Gibco, 15140), 1× non-essential amino acids (Gibco, 1140), 1× l-glutamine (Gibco, 25030), 1× β-mercaptoethanol (Sigma, M6250) and 1,000 U ml^–1^ leukaemia inhibitory factor (Sigma, ESG1107) on tissue-culture-treated 10 cm plates (Corning, CLS430167) pre-coated with 0.2% gelatin (Sigma, G1890) prepared in PBS (Fisher, MT21031CV). Cells were grown at 37 °C and 5% CO_2_ and passed with HEPES buffered saline solution (Lonza, CC-5024) and 0.25% trypsin-EDTA (Gibco, 25200) when 70% confluency was reached (every 2 days).

### Sample preparation

Tissue culture cells were prepared for nuclear run-on reaction by either nuclei isolation or cell permeabilization as described below. All centrifugation steps were performed at 1,000*g* for 5 min. Cells were collected by removing the tissue culture medium, rinsing with PBS and placing the plates on ice. Cells were scraped while still on ice. The cells were collected into a 15 ml conical tube and centrifuged at 1,000*g* for 5 min.

For nuclei isolation, the pellet was resuspended in ice-cold douncing buffer (10 mM Tris-Cl pH 7.4, 300 mM sucrose, 3 mM CaCl_2_, 2 mM MgCl_2_, 0.1% Triton X-100, 0.5 mM DTT, 0.1× Halt protease inhibitor and 0.02 U µl^–1^ RNase inhibitor) and transferred to a 7 ml dounce homogenizer (Wheaton, 357542). After incubation on ice for 5 min, the cells were dounced 25 times with a tight pestle, transferred back to the 15 ml conical tube and centrifuged to pellet the nuclei. The pellet was washed twice in a douncing buffer.

For cell permeabilization, the pellet was resuspended in ice-cold permeabilization buffer (10 mM Tris-Cl pH 7.4, 300 mM sucrose, 10 mM KCl, 5 mM MgCl_2_, 1 mM EGTA, 0.05% Tween-20, 0.1% NP-40, 0.5 mM DTT, 0.1× Halt protease inhibitor and 0.02 U µl^–1^ RNase inhibitor). After incubation on ice for 5 min, the cells were centrifuged to pellet the nuclei. The pellet was washed twice in the permeabilization buffer.

The washed pellet was resuspended in storage buffer (10 mM Tris-Cl pH 8.0, 5% glycerol, 5 mM MgCl_2_, 0.1 mM EDTA, 5 mM DTT, 1× Halt protease inhibitor and 0.2 U µl^–1^ RNase inhibitor) at a concentration of 5 × 10^6^ nuclei per 50 µl of storage buffer, flash-frozen in liquid nitrogen and stored at −80 °C. The nuclei and permeabilized cells in the storage buffer can be stored for up to 5 years at −80 °C, making them readily available for nuclear run-on experiments.

### Nuclear run-on with 3′-(*O*-propargyl)-nucleotides

A volume of 50 µl of 2× nuclear run-on buffer (20 mM Tris-Cl pH 8.0, 10 mM MgCl_2_, 400 mM KCl, 50 µM 3′-(*O*-propargyl)-ATP, 50 µM 3′-(*O*-propargyl)-CTP, 50 µM 3′-(*O*-propargyl)-GTP, 50 µM 3′-(*O*-propargyl)-UTP, 0.05% Sarkosyl, 1 mM DTT, 2× Halt protease inhibitor and 0.4 U µl^–1^ RNase inhibitor) was prepared per sample and heated to 37 °C. Once thawed from −80 °C, permeabilized cells or nuclei were added to the heated tube containing nuclear run-on buffer and incubated for 5 min at 37 °C with gentle tapping at the incubation midpoint. Permeabilized cells or nuclei were centrifuged at 500*g* for 2 min at 4 °C, and the supernatant was aspirated off. The pellet was washed 3 times in 150 µl resuspension buffer (5 mM Tris-Cl pH 8.0, 2.5% glycerol, 2.5 mM MgAc_2_, 0.05 mM EDTA, 1.25 mM MgCl_2_, 60 mM KCl, 3 mM DTT, 0.2× Halt protease inhibitor and 0.2 U µl^–1^ RNase inhibitor). After the final wash, the permeabilized cells or nuclei were resuspended in a 2 ml resuspension buffer and passed through a 35 µm nylon mesh (Falcon, 352235).

### Single-cell sorting and nuclei sorting

For single-cell and nuclei sorting, 96-well plates with 2.5 µl 8 M urea were prepared using a multichannel or 96-well pipettor (Avidien MicroPro 300, 30835029). Single cell and nuclei populations characterized by forward and side scattering were sorted by FACS into the 96-well plate containing urea. The sorted plates can be used in CuAAC directly or sealed with aluminium foil or a plastic seal and stored at −80 °C.

### CuAAC

A 96-well plate containing 5′-AzScBc DNA with a unique cell barcode in each well previously synthesized and aliquoted was thawed from −80 °C. Sodium ascorbate, PEG 8000, CuSO_4_ and accelerating ligand BTTAA were prepared and dispensed into each well of the 96-well plate containing 5′-AzScBc DNA. The CuAAC reaction mix was dispensed into individual wells containing single cells in urea using a multichannel or 96-well pipette. The final concentration of CuAAC reaction in each well was 30 nM 5′-AzScBc DNA, 800 mM sodium ascorbate, 15% PEG 8000, 1 mM CuSO_4_, 5 mM BTTAA and 2.66 M urea in a 7.5 µl volume. The 96-well plates were sealed, vortexed for 10 s in an orbital vortexer and centrifuged for 1 min at 500*g* before incubation for 2 h at 50 °C.

After incubation, the CuAAC reaction was quenched with 5 mM EDTA and pooled from 96 wells into a 1.5 ml Eppendorf tube. PEG 8000 was removed using TRIzol. The remaining CuAAC reagents (sodium ascorbate, CuSO_4_ and BTTAA) were removed with a centrifugal filter with 3 kDa cellulose membrane (Amicon, 2020-04). The purified RNA was fragmented with 10 mM ZnCl_2_ for 5 min at 65 °C.

### RT through the triazole link and pre-amplification

RT of the clicked RNA–DNA conjugate was performed with highly processive Moloney murine leukaemia virus (M-MuLV) reverse transcriptase lacking RNase H activity but capable of RNA-dependent and DNA-dependent polymerase activity, non-templated addition and template switching (Thermo Fisher, EP0751). RT reaction (1× RT buffer, 0.5 mM dNTPs, 0.8 U µl^–1^ RNase inhibitor, 16% PEG 8000, 1 µM RT primer (except for hairpin-forming 5′-AzScBc DNA), and 1 µm TSO) was incubated with the RNA–DNA conjugate for 2 h at 50 °C. The cDNA was size-selected in 10% denaturing PAGE away from the unclicked 5′-AzScBc DNA and empty cDNA formed between the 5′-AzScBc DNA and TSO.

The purified cDNA was PCR amplified for 6 cycles to generate dsDNA with NEBNext Ultra II Q5 High-Fidelity 2× master mix (NEB, M0544) and 0.5 µM PCR primers with unique dual index using the PCR cycles presented in Supplementary Table 8.

### Removal of empty adaptors using DASH

The dsDNA from the pre-amplification of cDNA was subjected to DASH to remove the undesired amplicons formed by RT of unclicked 5′-AzScBc DNA and TSO, as described above. Cas9–gRNA complex (6.6 µM *Streptococcus pyogenes* Cas9 nuclease (NEB, M0386T), 20 µM gRNA, 1× NEBuffer r3.1 and nuclease-free duplex buffer (IDT, 11-05-01-04)) was prepared by incubation for 15 min at 25 °C. The incubated complex was added to the cleaned PCR reaction and incubated for 1 h at 37 °C.

### PCR amplification and NGS

The DASHed library was PCR amplified with NEBNext Ultra II Q5 High-Fidelity 2× master mix (NEB, M0544) and 0.5 µM PCR primers with a unique dual index using the two-step PCR cycles presented in Supplementary Table 9.

The NGS library was sequenced on Illumina NovaSeq SP100 flow cells with 64 nucleotides forward read, 43 nucleotides reverse read, 8 nucleotides index 1 and 8 nucleotides index 2.

### Alignment and pre-processing

Adaptor sequences were removed from paired-end fastq files using Cutadapt^54^. In brief, the read 1 sequence CCCCTGTCTCTTATACACAT and the read 2 sequence AGATCGGAAGAGCGTCGTGT were trimmed with a maximum error rate of 0.15, requiring a minimum overlap of 12 nucleotides between the read and adapter. The resulting adapter-trimmed reads were demultiplexed using Flexbar^55^. Cell barcodes and UMIs were extracted from the 5′ end of read 1, applying a barcode error rate of 0.15 and retaining reads of at least 14 nucleotides in length. The adapter-clipped and demultiplexed reads were first mapped to the mouse ribosomal genome using bowtie2 (ref. ^56^) in --very-sensitive mode. The reads unmapped to the ribosomal genome were mapped to the mouse genome (mm10 build) in --very-sensitive mode. After mapping, duplicate reads were identified and removed utilizing UMI and mapping coordinates with UMI-tools^57^.

### Filtering experimental batches and cells

The scGRO–seq batches with *r*^2^ values of at least 0.6 against at least 60% of all batches were selected for further analysis. Cells were required to contain a minimum of 1,000 UMIs and 750 features for further analysis. 

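Over all barcodes of the 21 batches that are labelled scGRO–seq, the squared correlation of scaled UMIs across features had a median of 0.459 in 210 pairs of batches, and 73 pairs reached 0.6. The rule on batch correlation was met by 3 of the 10 batches named in Fig. 1c and by 3 of the other 11. Among the kept cells of the 10 batches alone, 4 batches met it, 7 with all deposited reads and all 10 on the log10 scale, where 44 of 45 pairs reached 0.6. Without the 10 features with most UMIs 0 batches met it, and 11 pairs reached 0.6. The batches were taken from the legend of Fig. 1c and not from this rule.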

Our study involved 17 batches of scGRO–seq experiments across 39 96-well plates, encompassing a total of 3,744 cells. Of these, 36 plates (each containing a minimum of 24 high-quality cells) and 2,635 cells met the threshold.

### Estimation of capture efficiency

The average capture efficiency of scGRO–seq was estimated to be approximately 10%. We used data from the intron seqFISH study^17^, which quantified the abundance of 34 introns by single-molecule fluorescent in-situ hybridization (smFISH). Based on the slope of the line of best fit between data from smFISH and intron seqFISH, the detection efficiency of intron seqFISH was estimated to be 44%. When scGRO–seq was compared with intron seqFISH, the detection efficiency of scGRO–seq was 26% of intron seqFISH. Based on these two detection efficiencies, the estimated capture efficiency of scGRO–seq is about 10% (26% of 44% is approximately 10%). This estimate is based on the 8 min of median time required for intron to be spliced out once it is transcribed, which ranges from 5 to 10 min according to several studies using diverse methods^58–64^. Thus, the capture efficiency of 10% is an average approximation and can vary among cells and batches.

### Enhancer annotation

Active transcription regulatory elements (TREs) in mouse ES cells were identified with PRO–seq data using dREG^65^. Further filtering of the dREG results, carried out to eliminate TREs within or proximal to 1,500 bp of the RefSeq annotated genes (*n* = 23,980), identified 68,299 high-confidence TREs. The remaining TREs within 500 bp of each other were combined, which resulted in the final list of 12,542 enhancers. To capture nascent RNA derived from elongating RNA polymerases at these enhancers, the TREs were extended at least 1500 bp from the TSS in both directions. The overlapping enhancers were stitched together after extension.

### Transcription unit calling

groHMM (https://www.bioconductor.org/packages/release/bioc/vignettes/groHMM/inst/doc/groHMM.pdf) was used to call de novo transcription unit on PRO–seq data. All combinations of tuning parameters (−50, −100, −200, and −400 for LP and 5, 10, and 15 for UTS) were tested. LP represents the ‘log-transformed transition probability of switching from transcribed state to non-transcribed state’, and UTS represents ‘the variance of the emission probability for reads in the non-transcribed state’. In our test, −50 LP and 10 UTS performed best for optimal transcription unit calling.

### Evidence of bursting

Transcriptional bursting was examined de novo using scGRO–seq data by measuring two parameters: the multiplicity of RNA polymerases and the distance between the RNA polymerases. The bursting model suggests that transcription occurs in short bursts punctuated by long silent periods, which results in on and off states. The alternative model is the relatively uniform transcription initiation by primarily solitary RNA polymerase. We expected two observations under the bursting model.

First, we expected a higher incidence of more than one RNA polymerase per burst and a concurrent depletion of single RNA polymerases. To test the evidence of bursting, we selected genes longer than 11 kb (*n* = 13,564) and trimmed 0.5 kb regions from the 5′ and 3′ ends of the gene that are known to harbour paused polymerases. With an average transcription rate of 2.5 kb min^–1^, the remaining 10 kb region resulted in an observation window of 4 min. Based on the evidence of monoallelic transcription described in the main text and a short observation window of 4 min, we assigned all signals for a gene in individual cells to one allele. We quantified the observed incidence of zero, one (singlets) and more than one RNA polymerase (multiplets) per allele. 

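In the 10 kb windows of 14333 genes and the 2518 kept cells, 97.7% of 36090494 combinations of a gene and a cell had no UMI.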

The majority of alleles had zero polymerase. To calculate the expected incidences of RNA polymerases under the non-bursting model, we permuted the cell identity of scGRO–seq reads 200 times without changing the read positions. The permutation maintains the number of UMIs per cell, breaks the bursting-mediated association between RNA polymerases, and mimics the RNA polymerases distribution under the non-bursting model. We quantified the permuted incidences of zero, singlets and multiplets.

Second, if more than one RNA polymerase is observed in the burst window, either due to transcriptional bursting or random chance, we expected the transcription bursting model would result in more closely spaced molecules than expected by the random chance. We took all multiplets in observed or permuted data and calculated the distance between RNA polymerase molecules within each pair. We binned the distances in 50 bp bins and calculated the ratio of RNA polymerase pairs between the observed and permuted data.

### Burst kinetics

Genes over 11 kb (*n* = 13,564) were selected for studying transcriptional bursting kinetics, and 500 nucleotide regions at both ends known to harbour paused polymerases were truncated. In cases in which genes exceeded 10 kb after trimming, they were shortened to 10 kb starting from the initiation site of the gene. With an average transcription rate of 2.5 kb min^–1^, this 10 kb burst window served an average burst duration of 4 min. The calculation of burst size and burst frequency proceeded as described below.

#### Burst size

For each gene, the number of cells with at least one read within the 10 kb burst window (number of bursts) was identified, and then the average UMIs per burst was computed. If a consistent single read per burst was observed, the burst size of that gene was set to 1. However, if the average burst size was 1.2, the residual burst above 1 indicated a higher burst size. Accounting for the 10% capture efficiency, wherein the likelihood of capturing paired reads within a burst window is 1%, the residual burst was proportionally adjusted by the capture efficiency. The equation for the burst size is shown in Supplementary Fig. 4 (top).

#### Burst frequency

For each gene, the burst frequency was determined as the number of bursts per allele (two alleles in autosomal and one in sex chromosomes) per transcription time. The transcription time was calculated as the duration needed to traverse the 10 kb burst window with a uniform transcription rate of 2.5 kb min^–1^, translating to 4 min. The calculated burst frequency was normalized by the capture efficiency, taking the burst size into account. Although burst events with a larger burst size, like ten, would be consistently detected even with 10% capture efficiency, normalization was applied for cases in which a burst size like four would result in a 60% false negative rate, which indicated a non-existent burst despite active bursting. Thus, burst frequency normalization was scaled by burst size to ensure accurate quantification. The equation for the burst frequency is shown in Supplementary Fig. 4 (bottom).

Genes with core promoter elements like TATA and Initiator sequences were retrieved from the Eukaryotic Promoter Database (http://epd.vital-it.ch)^66^. Genes containing a pause button, a sequence associated with promoter–proximal paused RNA polymerase, were recovered from the CoPRO dataset^67^.

### Simulation of idealized burst kinetics

We simulated read counts for populations of single cells to evaluate the performance of our estimators for burst rate and size. In the first simulation, we randomly generated the true burst size (*T*_size_) for all human genes from a normal distribution (mean = 2, standard deviation = 3). Similarly, we generated true burst rates (*T*_rate_) for all human genes from a normal distribution (mean = 1, standard deviation = 1). *T*_size_ less than 1 was corrected to 1, and *T*_rate_ less than 0.1 burst per hour was corrected to 0.1. These parameters were used to simulate UMIs per gene per cell as follows:

1. For each cell and each gene, a sample from a Poisson distribution with rate parameter *λ* = *T*_rate_.
2. Scale the sampled burst by *T*_size_ and round to the nearest integer.
3. After generating molecule counts for all genes and all cells, randomly subsample to a specified level (for example, 10% sampling efficiency) without replacement.

In the second simulation, *T*_size_ and *T*_rate_ were taken from our genome-wide estimates described in Fig. 2, and UMIs per gene per cell were similarly generated. Simulations were performed ten times to ensure consistent results.

### Cell cycle analysis

Three sets of transcriptionally characterized genes were used to characterize the cell cycle phase in individual cells. Transcription of 68 replication-dependent histone genes on chromosome 3, chromosome 6, chromosome 11 and chromosome 13 were used to determine the S phase collectively. Transcription of four genes (*Orc1*, *Ccne1*, *Ccne2* and *Mcm6*) were used to assign G1/S phase, and six genes (*Wee1*, *Cdk1*, *Ccnf*, *Nusap1*, *Aurka* and *Ccna2*) were used to assign G2/M phase. Cells with more than a read in one of the genes or reads in more than one gene were hierarchically clustered, which revealed three major clusters of the cell-cycle-phase-specific transcription pattern. The other three smaller clusters without distinct transcription patterns were not considered for downstream analyses. Differentially expressed genes among G1/S, S and G2/M phases of the cell cycle were identified using the ‘FindAllFeatures’ function of Seurat^68^ (single-cell analysis package).

### Gene–gene co-transcription

The co-transcription of genes was determined using two criteria: correlation and permutation. scGRO–seq reads were collected from up to the first 10 kb of genes after 500 bp regions at both ends were trimmed (*n* = 15,666). The genes by cells expression matrix was binarized. For the correlation approach, pairwise correlation was performed for all gene pairs, and the *P* value was calculated using the chi-square test. It was adjusted for multiple hypothesis tests using the Benjamini–Hochberg correction method.

Permutation was performed by shuffling the cell identifiers of reads while maintaining their gene assignments. The permutation method accounts for several unknown and known biases and, more importantly, maintains the number of reads in each cell. The observed and permuted co-transcription frequencies of gene pairs were calculated. The empirical *P* value for a gene pair was determined by counting the incidence of equal or higher co-transcription frequency in 1,000 permutations compared with the observed co-transcription frequency.

Gene pairs with correlation coefficients of greater than 0.1 and multiple hypothesis corrected *P* values of less than 0.05 from the correlation approach and an empirical *P* value of less than 0.05 from the permutation approach were considered co-transcribed. A network of pairwise co-transcribed genes was created using the Leiden algorithm, and the modules were selected for gene ontology analyses using the clusterProfiler R package.

### Enhancer–gene co-transcription

Enhancer–gene co-transcription was determined following the logic of gene–gene co-transcription, substituting genes on one arm with enhancers. scGRO–seq reads were collected from up to the first 10 kb of genes after 500 bp regions at both ends were trimmed, and from at least a 3 kb region around enhancers (1,500 bp sense and 1,500 bp antisense) after a 500 bp region around the TSS was removed to avoid paused polymerases. Strand-specific reads on either side of the enhancer TSS were combined to determine enhancer expression. The features (genes + enhancers) by cell expression matrix was binarized, and the co-transcribed enhancer–gene pairs were determined using the correlation and permutation tests, similar to the approach used in the gene–gene co-transcription calculation. The UMIs per cell are maintained in each permutation. Enhancer–gene pairs only from the same chromosomes were retained for downstream analyses. We also included non-overlapping SEs identified in mouse ES cells.

### Enhancers of pluripotency factors

Validated enhancers associated with pluripotency transcription factors OCT4 (also known as POU5F1), SOX2, Nanog and KLF4 were collected from studies referenced in the main text. To define time bins within genes, genes were divided into 5 kb bins (2-min bins calculated using the 2.5 kb min^–1^ constant transcription rate of elongating RNA polymerases) in the sense and antisense direction until the end of the transcription wave called by groHMM^69^, or they overlapped bins from other genes. For enhancers, the TSS was first determined based on the strongest OCT4, SOX2 and Nanog chromatin immunoprecipitation and sequencing (ChIP–seq) peaks. The precise position was determined by evaluating the divergent transcription around them. The reads from corresponding bins in sense and antisense directions were combined.

### CRISPR-validated SEs

A set of validated SEs and their target genes were used from a previously published study referenced in the main text. SEs in gene introns or associated with miRNA were excluded due to the ambiguity in assigning reads and short gene length, respectively. For the time bin analyses, genes and SEs were divided into four 5 kb bins (2-min with the 2.5 kb min^–1^ constant transcription rate of elongating polymerases) in the sense and antisense direction, limiting the analyses to the first 20 kb. Using a 20 kb region in this analysis yields four 5 kb bins. The TSS was first determined based on the strongest OCT4, SOX2 and Nanog ChIP–seq peaks, and precise position was determined by evaluating the divergent transcription around them. The reads from corresponding bins in sense and antisense directions were combined. The scrambled random pairs in SE–gene time bin analysis represent the co-transcribed bins between SEs and genes that are not the verified pairs.

### External data

Various data types were analysed, compared and benchmarked against this study. PRO–seq data (GSE169044), ChIP data for p300 (GSM2360934), ATAC–seq (GSE169044), CDK9 (GSM1082347), RNA PolII (GSM318444), H3K4me1 (GSM281695), H3K4me3 (GSM1082344), H3K27Ac (GSM594579), OCT4 (GSM1082340), SOX2 (GSM1082341) and Nanog (GSM1082342) were downloaded from the Gene Expression Omnibus database. PRO–seq libraries were prepared using the same cells used for scGRO–seq under identical conditions^70^. Intron seqFISH data on mouse ES cells were downloaded from table S1 of ref. ^17^. The genes-by-cells intron seqFISH matrix was binarized, and burst frequency was calculated assuming the signal in each gene comes from a burst equivalent to the 10 kb region used in scGRO–seq, given the probes were designed against the introns at the 5′ regions of genes. Mouse ES cell scRNA-seq was used from a previous study^7^, and the burst kinetics was downloaded from 41586_2018_836_MOESM5_ESM.xlsx file associated with this study.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07517-7.

### Supplementary information

Supplementary Information This file contains descriptions for Supplementary Tables 1–6 (Tables supplied separately), Supplementary Tables 7–9 and Supplementary Figs 1–4.

Reporting Summary

Peer Review file

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

## Data Availability

Sequencing files for scGRO–seq, inAGTuC and AGTuC experiments have been deposited into the NCBI’s Gene Expression Omnibus database and are accessible through GEO series accession number GSE242176. The published datasets used in this study were obtained from the GEO repository (identifiers GSE169044, GSM2360934, GSM1082347, GSM318444, GSM281695, GSM1082344, GSM594579, GSM1082340, GSM1082341 and GSM1082342), supplementary table S1 of ref. ^17^, and 41586_2018_836_MOESM5_ESM.xlsx file of ref. ^7^.

How the deposited data were processed for this re-analysis (not part of the article)

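Nascent RNA of V6.5 mouse ES cells was measured by scGRO–seq in single cells, by inAGTuC in wells of intact nuclei and by AGTuC in bulk nuclei. The authors deposited 1 list of reads per library, in which each entry is 1 read left after removal of duplicates by UMI and mapping position. The deposited score of each entry is the mapping quality of the read and was not used as a measure of expression, so that all counts given here are counts of entries, in UMIs, without normalization by the authors. Adaptor removal, splitting by cell barcode, removal of ribosomal reads and mapping are steps that the lists already include. The strand of an entry is opposite to that of the RNA, which was checked against the annotation.

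Genes were the spans of curated RefSeq transcripts of GRCm38, without small RNA genes. Enhancer positions were read from the part of Table S6 that was held, its first 1999 lines, and enhancers of Sox2, Nanog, Pou5f1 and Klf4 were placed by the distances to the gene that Fig. 5 gives in kb. The first 1999 lines of Table S1 and of Table S4 were held as well. No enrichment was computed on these parts.

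Molecules with the same position, strand, cell barcode and UMI in more than 1 library were left out of every library, with 1 exception. The scGRO–seq list of Exp261_c16, of which 99.6% of molecules are also in the inAGTuC list of that name, was not counted as another library and entered no scGRO–seq count, so that the inAGTuC list kept 1455363 of its 1526599 reads. This choice was made after the files had been examined, and counting all deposited reads was kept as an alternative. The batches named in Fig. 1c, the minimums of 1000 UMIs and 750 features per cell, the minimum of 24 kept cells per library and the tests of each comparison, except that of genes that differ between clusters, were chosen before the data were examined. For an annotation given only in part, the plan named the UMI minimum alone as the main filter. The minimum of features was kept all the same, although only part of the enhancers was held. Kept cells had between 1177 and 51431 UMIs, and the mean per kept cell ran from 1919 to 11697 UMIs between libraries. At this depth 97.7% of the combinations of a gene and a cell had no UMI, so that single genes and pairs rest on few cells. Intervals are 95% Wilson intervals and cover counting error only.

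Batches were taken as replicates for scGRO–seq and libraries for inAGTuC and AGTuC. The tests of the promoter–proximal share are an exception and took the 35 libraries of scGRO–seq as replicates. Differences between assays were tested with two-sided exact permutation tests of the difference in means. Differences within batches were tested with two-sided exact sign-flip tests over batches. For multiplets, cell identity was permuted among reads 200 times for the pooled value and for permutation within batches or within plates alone, and 50 times for the other alternatives. For co-transcription, cell identity was permuted 1000 times for gene and enhancer pairs, over all cells and within batches, and 200 times for permutation within plates and for alternatives with other reads or cells. Correlations across genes, enhancers or pairs carry no p-value.

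Genes that differ between clusters of cells were tested with limma 3.58.1 in R 4.3.3, by voom on UMIs summed per batch and cluster, with each sum scaled to its total, a minimum of 50 UMIs per gene over all sums and the batch as a block. The plan named another count-based tool for this test, and limma was used in its place. The fit was tested on simulated data, as was the estimate of burst size, which returned 1.52 for a simulated burst size of 2 and 6.36 for a simulated burst size of 10. Other computations used Python with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

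Genes were named by a rule set before the data were examined. It comprises the genes that the paper names in its results and figure legends, the 3 genes with the largest burst size and the 3 with the highest burst frequency among genes with UMIs in at least 100 cells, the 3 pairs with the highest correlation among pairs seen together in at least 10 cells, and the 3 genes with the smallest p per cluster that are not markers. Not every gene under this rule has its values given, and the rest are not reported here.

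Alternatives covered the cell filter, the libraries, the reads counted, the window, the capture efficiency, the permutation of cell identity within batches or plates, the thresholds for calling pairs, the classification of cells, the model for differences between clusters, and leaving out each batch or bulk library in turn. PRO–seq, intron seqFISH and scRNA-seq data were not analysed here. Batches labelled scGRO–seq that Fig. 1c does not name entered the alternatives, the rule on batch correlation and the search for molecules in more than 1 library, and so also decided which reads were left out. The super-enhancer of Sall1 was not analysed because its position is not printed in the text.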

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

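Counting near UMIs once and leaving out each inAGTuC library were planned settings, but their use as tests for Exp160 and Exp261_c16, and the combination of settings for Exp160, were chosen after the results were seen. In 22 groups of 4 to 10 batches or libraries, 6 had a value far from the others by Dixon's test at the 95% level, and chance sets apart about 1 in 20 groups. The design names no condition that separates these batches or libraries, so no biological explanation was tested.

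Batch Exp160 stood apart in 4 measures, which share the same reads. Its excess of multiplets over permuted cells was 164%, with a next highest value of 24.5%. Its change in singlets was -15.6%, its log2 ratio of close over distant pairs was 3.07, and its mean burst size was 2.31. With UMIs of a cell within 50 bp on a gene counted once, the excess of this batch was 12.6%, inside the range of the other batches. Multiple counts of 1 molecule at positions a few bp apart may therefore account for the distance of Exp160 from the other batches. With only UMIs of the same sequence within 50 bp counted once, positions with many reads left out and permutation within plates, its excess was 57.9%, so that repeats with the same UMI and frequent positions do not account for all of it. Why this batch would hold more such reads stays open.

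Library Exp261_c16 had a squared correlation of 0.800 with pooled scGRO–seq across enhancers, and the other 3 inAGTuC libraries had at most 0.0369. The same reads are listed under scGRO–seq as well, which leaves open whether the library is an inAGTuC or an scGRO–seq library. Without it, the squared correlation in gene bodies was 0.486, against 0.871 with all 4 libraries and at least 0.872 without each of the other 3. On the linear scale, the pooled correlation of both assays may thus depend in large part on this library. In gene bodies the library alone was not far from the others by the same test, with 0.916, against 0.703 for Exp208_c12. On the log10 scale it stood less apart, with a median squared correlation with scGRO–seq batches of 0.753, against 0.652 to 0.681 for the other 3. Exp261 is not among the scGRO–seq batches that were pooled, so shared reads between both sides of the comparison are not the reason.

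In Exp264a, 11.0% of reads lay on the ribosomal repeat locus of chromosome 17, and the next highest batch had 4.66%. No explanation was tested for this. Leaving out reads on this locus and on the mitochondrial genome gave a mean of 4482 UMIs per cell over all batches.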

How the results depend on the processing

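Settings chosen only after the results were seen are counting all deposited reads, leaving out small RNA genes or positions with many reads, counting near UMIs with 1 UMI sequence once, any combination of settings, near UMIs counted once and permutation within plates for burst size and time, permutation within plates and batches left out for pairs, and batches left out and limma-trend for genes that differ between clusters. A test with DESeq2, which was planned for the genes that differ between clusters, was not run.

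The excess of multiplets stayed above 0 under all 22 alternatives, from 1.56% to 41.2%, and so did the ratio of close to distant pairs on the log2 scale, from 0.15 to 2.00. Leaving out each batch in turn gave an excess of 22.7% to 25.9% and a change in singlets of -5.27% to -4.28%. The change in singlets was negative under 21 of 22 alternatives and reversed to 0.604% (two-sided exact sign-flip test over 10 batches, p = 0.00977) when UMIs of a cell within 50 bp were counted once, reads on small RNA genes were left out and reads were permuted within plates. The cause was not tested. With near UMIs counted once alone, the pooled change was -0.300%. With reads permuted within each batch it was above 0 in 8 of 10 batches, from -0.0961% to 1.68% (two-sided exact sign-flip test, p = 0.0137). In both settings near UMIs were merged before the permutation and again after it, so that only permuted cells could lose further UMIs. The data and the permuted cells are then not alike, and the change in singlets decides nothing on a deficit there. Promoter–proximal shares of scGRO–seq and inAGTuC stayed below that of AGTuC under the 4 and 7 alternatives, by -17.7 to -14.2 and -16.7 to -13.6 percentage points.

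The mean number of UMIs per cell was 5932 with all deposited reads, where shared reads are counted in each library. The median squared correlation between batches was 0.732 on the log10 scale and 0.507 without the 10 features with most UMIs. With each inAGTuC library left out in turn, the squared correlation with scGRO–seq was 0.486 to 0.912 in gene bodies and 0.0327 to 0.729 in enhancers, the lowest values being those without Exp261_c16. In enhancers it was 0.204 without the 10 with most UMIs.

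A capture efficiency of 5% gave a mean burst size of 1.94, by construction of the estimate, and the mean stayed between 1.21 and 1.94 under 24 alternatives. The mean time until the next burst was 1.82 h at 5% and 5.28 h at 20%, again by construction. It was 1.39 h over genes with UMIs in at least 10 cells, 2.39 h with permuted cell identity, 2.44 h with permutation within plates, 2.46 h with near UMIs counted once and 2.44 h with both. The cause was not tested for these. Against random lists matched on mean UMIs, the AFF4 targets lay at percentile 69.5 and the MYC targets at percentile 7.97. When burst frequency was divided by its mean under permuted cell identity, the AFF4 targets lay at percentile 0.32 among unmatched and 97.7 among matched lists. Without this division and without matching, both lists lay above all random lists.

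The cell cycle clusters depended on the processing, and the cause was not tested. Each name had to go to 1 cluster, so a cluster could take the name left over. A change in a share can therefore also be a change of name. Without Exp208 or Exp263, and with all deposited reads, only 2 batches had enough cells in each cluster to compare UMIs, and without Exp264a only 3. With batches left out in turn, the mean share was 1.62% to 73.0% for the G1/S-like, 22.5% to 74.7% for the S-like and 2.54% to 73.3% for the G2/M-like cluster. Scaled marker UMIs gave 52.0% G1/S-like and 18.4% G2/M-like cells, and the phase with most marker UMIs gave 38.4% G2/M-like cells. All deposited reads gave 1.46%, 1.83% and 96.7% for the 3 clusters. The log2 difference in UMIs between the S-like and G1/S-like clusters reversed to -0.42 with scaled marker UMIs (two-sided exact sign-flip test, p = 0.00781) and to -0.10 with the phase with most marker UMIs (p = 0.3125 by the same exact test), and ran from -1.63 without Exp264a to 0.21 without Exp208 when batches were left out. It was below 0 without Exp156 (-0.13), Exp236 (-0.02), Exp246 (-0.22) and Exp263 (-0.42). Between the S-like and G2/M-like clusters it reversed to -0.0017 with the phase with most marker UMIs and ran from -0.81 without Exp208 to 0.26 without Exp246. It was below 0 without Exp156 (-0.15), Exp160 (-0.04), Exp211 (-0.60) and Exp264a (-0.11).

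With limma, the number of differences between clusters, counted per gene and comparison, was 6 in the unpaired fit without the batch as a replicate block, against 9 with it, and 6 to 10 with batches left out in turn. It was 20 without scaling to library size and 7461 without the filter on low counts, of which 8 and 7388 were outside the markers. Among the fits with a batch left out, only that without Exp208 called a gene outside the markers, with 1 call. The cause was not tested.

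The share of called gene pairs was 0.192% with Fisher's exact test, 0.155% with r above 0.15, 2.01% among pairs seen together in at least 5 cells and 2.59% with all deposited reads. It ran from 0.912% to 1.31% with batches left out in turn, but the pairs were not the same. Of the pairs called with all batches, 26.4% were called again without Exp236 and 77.5% to 89.1% without each of the other batches, and 40.0% with all deposited reads. For enhancers and genes it was 0.871% with permutation within plates, 0.00834% with Fisher's exact test, 0.411% with r above 0.15 and 3.70% among pairs seen together in at least 5 cells. A stricter test or threshold lowers the share by construction. The cause was not tested for the other settings. Over all cells, 3 bin pairs of an enhancer and its gene were called in place of 0, and none of the 3 could be tested over batches.

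Depth limits what can be said of single genes and pairs, since a median called gene pair was seen together in 2 cells and a clustered cell held a median of 2 or 3 marker UMIs.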

Differences from the paper's values

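Of 35 values that the paper states or shows, 19 differ from those found here by more than their spread and more than 1.5 times. The combination of settings named for multiplets and the use of the Table S6 positions were chosen after seeing the values, and the other alternatives given here were set before the data were examined.

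The paper compares 12542 enhancers with inAGTuC, and 1638 could be placed and compared here. The slope of the line through enhancers is about 0.5 in Fig. 1d, read by eye, and 1.31 here. It came within the limits on the log10 scale (0.695), without the 10 enhancers with most UMIs (0.580) and without Exp261_c16 (0.637), and it stayed outside them without each of the other 3 inAGTuC libraries.

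The paper's excess of multiplets over permuted cells is 2.4%, and 25.7% was found here. The 15 alternatives for this value gave 12.4% to 41.2%, and each differs from the paper's. The paper's number of additional multiplets is 828 and that found here is 12639, with 4610 to 12490 over the 15 alternatives, each of which differs. The paper's number of missing singlets is 1052. Here 37354 singlets were missing, and 2343 to 37033 over the 15 alternatives, each of which differs. With UMIs of a cell within 50 bp counted once, small RNA genes left out and reads permuted within plates, chosen after seeing the values, the excess was 1.56%, with 542 additional multiplets, and this comes closest to the paper's excess. Under that setting there were 4616 singlets more than in permuted cells, which could lose further UMIs by merging, while the paper reports fewer. The number of multiplets is about 36000 in Fig. 2b, read by eye, and 61828 here. It came within the limits with near UMIs counted once (41717) and without Exp236 (27802) or Exp260b (51730), and 12 other alternatives differ.

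In the paper, 122 cells were G1/S-like, 479 S-like and 244 G2/M-like, and here 332, 293 and 629. The paper left smaller clusters out of its numbers and shares, and all 1254 clustered cells were placed in 3 clusters here, so the groups are not alike. None of 12 alternatives brought the first within the limits, with 60 to 843 cells. The second came within them without Exp156 (380) and with scaled marker UMIs (329), and the other 10 differ. The third came within them without Exp156 (277), Exp236 (236), Exp260b (364) or Exp264a (250), with scaled marker UMIs (177) and with the phase with most marker UMIs (273), and 6 differ. The shares of cells are about 14%, about 57% and about 29% in Fig. 3b, read by eye, and 21.8%, 25.7% and 52.5% here. The first came within the limits without Exp246 (16.7%). The second did so without Exp156 (38.6%) or Exp264a (74.7%) and with the phase with most marker UMIs (39.8%). The third did so without Exp156 (20.7%), Exp160 (36.1%), Exp236 (33.3%), Exp260b (35.8%) or Exp264a (23.1%), with scaled marker UMIs (18.4%) and with the phase with most marker UMIs (38.4%). Of the 12 alternatives, 11, 9 and 5 differ for these shares.

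The paper's decrease in transcription from G1/S to S is 40%, from a test over cells. Over batches the decrease was -5.41% here, which is a small increase. It came within the limits with scaled marker UMIs (25.2%) and without Exp263 (25.1%), and 12 of 14 alternatives differ. The paper's increase from S to G2/M is 20%, and the increase here was -11.6%. It came within the limits without Exp156 (11.2%), Exp160 (2.87%) or Exp264a (7.76%) and with the phase with most marker UMIs (0.12%), and 10 of 14 alternatives differ.

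The paper tested 112807710 gene pairs and called 800888, and 202840011 were tested and 1803315 called here. The 202840011 pairs are those of 20142 genes, a larger set than in the paper, so the numbers of pairs are not of like groups. All 6 alternatives differ for both numbers, with 215884 to 2044308 called pairs. The paper tested 6985904 pairs of an enhancer and a gene and called 44361, or 0.6%. Here 1235642 were tested and 16327 called, or 1.32%, from the 1670 enhancers that could be placed of 12542, so these numbers are not of like groups either. All 5 alternatives differ for the numbers. For the share, r above 0.15 (0.411%) came within the limits, and the other 4 alternatives differ. Permutation within plates, chosen only after the results were seen and not among these 5, gave 0.871%, nearer to the paper's share than 1.32%.

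The paper also states that called pairs of an enhancer and a gene are enriched, mainly at distances within 200 kb, over pairs that are not correlated. Here 10.0% of called and 9.62% of other pairs lay within 200 kb. With r above 0.05 the shares were 10.8% and 9.54%, further apart in the direction that the paper states. Some pairs that the held part of Table S6 calls have an r below the threshold of 0.1 that the methods give, so which threshold the paper used is not certain. It states that transcription of Sox2 and of Nanog correlates with that of their distal enhancers. With each feature taken as 1 window, r was 0.00424 for Sox2 and at most 0.0277 for Nanog. Such a window left out 500 bp at each end of every gene, so these values may not be those of full-length features. The paper further states that at least 1 enhancer bin correlated with its gene for all 4 genes. Over all cells, 1 pair each was called for Sox2, Nanog and Pou5f1 and 0 for Klf4 in 5 kb bins, and with 10 kb bins 2 were called for Klf4. These bins were not cut at other genes and kept enhancer strands apart, so they are not the bins of the paper. The pairs called in 5 kb bins had correlations in fewer than 6 batches and could not be tested over batches. The exact sign-flip test over batches called 0 of the 37 pairs it could test. All 9 pairs with an unadjusted p under 0.05 had a mean correlation below 0, which is fixed in the 8 of them that no cell held together, and few batches leave little room for a smaller p, so this test says little on the paper's statement. The paper states that the 4 inAGTuC libraries correlated well, and here the squared correlation between them had a median of 0.511 on the linear and 0.720 on the log10 scale.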

Other observations

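The tests of permutation within plates for gene pairs, of genes outside the markers, of molecules in more than 1 library or batch, of the target lists and of overlapping windows were chosen only after the results were seen. The design gives no condition within scGRO–seq, so no biological explanation was tested for any pattern here.

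Of the reads in the libraries of Fig. 1c, 28.9% were found in another library with the same position, strand, barcode and UMI, where chance would give 0.690%, which argues against chance matches. Among libraries with barcodes of the same length, since others cannot share molecules, those of the same batch shared a median of 3.92% of molecules and those of different batches a median of 0.831%. For libraries of a batch this is consistent with reads of plates prepared together being assigned to each other's library. Sharing was not confined to a batch, however. Of the 53 libraries of Fig. 1c, 25 shared most with a library of another batch, and the highest share between batches was 16.2%. Whether plates of these batches were prepared together is not known, so the source of this part stays open. Exp211_c12 shared 67.0% of its molecules with Exp211_c10. In 22 other scGRO–seq libraries 11.1% of reads were found in another library. The scGRO–seq list of Exp261_c16 was left out of these shares, and 99.6% of its molecules are also in the inAGTuC list. For the 999 genes of the held part of Table S1 with the same window, the ratio of UMIs here to those in the table had a median of 1.00, and with all deposited reads it had a median of 1.99. Among these genes, 16 had more than 2 times the UMIs of the table, with the largest ratios for Ddx39b (16.9) and Ncl (14.5), which were chosen after their values were seen.

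The excess of multiplets stayed above 0 in each single test of a technical explanation. It was 12.4% with UMIs of a cell within 50 bp counted once, 14.8% with permutation within plates, 30.2% without reads on small RNA genes and, within plates, 21.6% without positions with many reads. Near UMIs counted once were merged again after the permutation, which can lower the permuted number. The 12.4% therefore does not settle whether they are the whole cause. None of the other explanations alone is its whole cause. When the first 3 settings were combined, 1.56% was left, so together they may account for most of it. Bursts at distances under 50 bp, which the same settings remove, stay open as well. A narrower combination left an excess of 8.78%. It counted only near UMIs of the same sequence once, left out positions with many reads and permuted within plates. The ratio of close over distant pairs was 1.11 with near UMIs counted once and stayed above 1 in each batch. Under the narrower combination it was 2.01. UMIs of a cell less than 50 bp apart had the same sequence in 28.5% of pairs, against 1.35% between cells, which is consistent with 1 molecule being read at positions a few bp apart. At a single position, 1.08% of pairs of different UMIs in a cell were 1 base apart, against 8.42% between cells. Removal of duplicates by UMI and position can itself lower this share, so it decides nothing on errors in the UMI sequence. Among pairs 1 to 49 bp apart with different UMIs, 7.19% were 1 base apart within a cell and 2.84% between cells, so that such errors stay open. UMIs in 1 window by chance gave 45.5% of the amount by which the mean burst size exceeds 1, and 58.8% with permutation within plates, so chance alone may be a part but not the whole of it. With near UMIs counted once, the mean burst size was 1.22 in the data and 1.21 after permutation within plates. Little of it is thus left once all near UMIs are merged, whether these are repeats of 1 molecule or bursts. More was left with only near UMIs of the same sequence counted once and positions with many reads left out. The mean was then 1.31 in the data and 1.23 after permutation within plates.

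For gene pairs past the correlation and chi-square thresholds, reads permuted over all cells gave 63.8% of the observed number, reads permuted within batches 70.9% and reads permuted within plates 81.5%. Each of these is most of the observed number and none is the whole of it. Permuted reads keep the differences in UMIs between cells, and the chi-square test at few joint cells applies to them as well. Of the called pairs, 61.6% were seen together in 1 or 2 cells. Both together may thus account for most of these pairs, and no test separated them. A further part may come from differences between batches and plates. Of the called pairs, 21.6% passed Fisher's exact test, and leaving out positions with many reads removed 15.1% of the called pairs, so that these positions are not the main cause. In 2 sets of 1252 and 1266 cells drawn within each library, 106488 pairs were called in both, 1.54 times the 69210 that independent calls would share. Between the cells of Exp236 and the other cells, 31978 pairs were called in both, fewer than the 34089 of independent calls. No permuted value was computed for these ratios, so they do not decide whether cells read together by chance are the whole cause. The calls in both sets were 3.65% of those in the first set. Both sets hold cells of the same plates, so this does not separate co-transcription from differences between plates. Of the 1614 pairs of the held part of Table S4 that could be tested, 516 were called here, or 32.0%, with a median r of 0.0851. The held part of Table S6 calls 6 pairs of an enhancer and a gene, of which 3 could be tested and 0 were called here by the chi-square test and permutations.

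Marker UMIs grow with the depth of a cell. In cells with permuted reads, the log2 difference in UMIs between the S-like and G1/S-like clusters had a mean of -1.05, with an SD of 0.78 over 100 permutations, and the difference in the data was 0.08, so that no lower number of UMIs in S-like cells was found with this clustering. Of the permutations, 82 could compare at most 5 batches, against 10 in the data, and the 7 that compared 9 or 10 gave -0.53 to 0.23, on both sides of the data. An effect of clustering on depth and a real difference cannot be told apart, because the clusters are drawn from counts that depend on depth and most permutations compare few batches. With scaled marker UMIs, where S-like cells had fewer UMIs, permuted reads gave 108.9% of the difference. Scaling may therefore produce it (log2 difference of -0.42 in the data) without any change in transcription.

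With limma, 9 differences between clusters were called, and as many were called in 1 of 100 assignments of the clusters within batches, the real one, with at most 2 in the others. The clusters were drawn from the UMIs of these markers, so marker calls with the real clusters were fixed in advance. The comparison therefore cannot exclude chance for the markers, which are not independent evidence. Outside the markers 0 genes were called in this fit with limma, with at most 1 in the other assignments. All 100 assignments reach a count of 0, so this comparison decides nothing there. Scaling each sum to its total gave 45% of the calls made without it. Whether the others reflect UMIs per cluster cannot be told apart from real changes, because total UMIs and clusters change together.

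AFF4 targets lay at percentile 69.5 and MYC targets at percentile 7.97 among lists matched on UMIs. Burst frequency and burst size are computed from the same UMIs, so a higher level of UMIs and more or larger bursts cannot be told apart by this matching. With each parameter divided by its mean under permuted cell identity, the percentile among matched lists was 97.7 for AFF4 and 34.0 for MYC. Without pairs whose windows overlap, the share of called enhancer and gene pairs within 200 kb exceeded that of other pairs by 0.388 percentage points, so that overlapping windows are not the reason for a difference that lies inside the 95% interval of the called share.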
